# High glucose macrophage exosomes enhance atherosclerosis by driving cellular proliferation & hematopoiesis

**DOI:** 10.1016/j.isci.2021.102847

**Published:** 2021-07-10

**Authors:** Laura Bouchareychas, Phat Duong, Tuan Anh Phu, Eric Alsop, Bessie Meechoovet, Rebecca Reiman, Martin Ng, Ryo Yamamoto, Hiromitsu Nakauchi, Warren J. Gasper, Kendall Van Keuren-Jensen, Robert L. Raffai

**Keywords:** Endocrine system physiology, Cell biology

## Abstract

We investigated whether extracellular vesicles (EVs) produced under hyperglycemic conditions could communicate signaling to drive atherosclerosis. We did so by treating Apoe^−/−^ mice with exosomes produced by bone marrow-derived macrophages (BMDM) exposed to high glucose (BMDM–HG-exo) or control. Infusions of BMDM–HG-exo increased hematopoiesis, circulating myeloid cell numbers, and atherosclerotic lesions with an accumulation of macrophage foam and apoptotic cells. Transcriptome-wide analysis of cultured macrophages treated with BMDM–HG-exo or plasma EVs isolated from subjects with type II diabetes revealed a reduced inflammatory state and increased metabolic activity. Furthermore, BMDM–HG-exo induced cell proliferation and reprogrammed energy metabolism by increasing glycolytic activity. Lastly, profiling microRNA in BMDM–HG-exo and plasma EVs from diabetic subjects with advanced atherosclerosis converged on miR-486-5p as commonly enriched and recognized in dysregulated hematopoiesis and *Abca1* control. Together, our findings show that EVs serve to communicate detrimental properties of hyperglycemia to accelerate atherosclerosis in diabetes.

## Highlights

• Macrophages cultured in high glucose (HG) produce pro-atherogenic exosomes
• HG exosomes drive glycolysis in recipient macrophages & monocytosis in Apoe^–/–^ mice
• HG macrophage exosomes & human diabetic PAD plasma EVs are rich in miR-486-5p

## Introduction

Cardiovascular disease (CVD) is the leading cause of death in the United States, with a predicted increase incidence in the coming decades (Xu et al., 2016). Patients with diabetes mellitus have a substantially elevated risk of coronary, cerebral, and peripheral atherosclerosis where hyperglycemia is the hallmark of the disease (Creager et al., 2003).

Diabetes predisposes to vulnerable atherosclerotic plaques associated with larger foam cell-rich and necrotic core sizes, a greater extent of smooth muscle cell and macrophage apoptosis, and a higher content of inflammatory cell infiltrate compared to nondiabetic atherosclerotic plaques (Burke et al., 2004).

While numerous metabolic disturbances associated with diabetes participate in accelerating atherosclerosis, hyperglycemia is recognized as a central contributor (Creager et al., 2003). Specifically, hyperglycemia is recognized to increase bone marrow (BM) hematopoiesis, and thereby levels of monocytes and neutrophils that readily enter lesions of atherosclerosis prone mice and increase macrophage burden that accelerates atherosclerosis (Flynn et al., 2020; Nagareddy et al., 2013). Lowering blood glucose levels in diabetic mice, including through SGLT2i and insulin mimetic peptide treatment, has recently been shown to reduce BM hematopoiesis and delay atherosclerosis (Kanter et al., 2018; Nagareddy et al., 2013). Collectively, these studies underscore the influence that hyperglycemia exerts on hematopoiesis to drive myelopoiesis and thereby exacerbate atherosclerosis in diabetes. Among cells of the immune system that participate in the process of atherosclerosis, monocytes and macrophages are recognized for their pivotal role in driving accelerated atherosclerosis in diabetes (Kanter et al., 2020; Moreno et al., 2000).

The discovery of extracellular vesicles (EVs) has opened new perspectives in the understanding of complications in diabetes including atherosclerosis. EVs are small bilayer membrane vesicles (30–2000 nm) generated by all cell types and are present in all biological fluids (Mathieu et al., 2019). Exosomes with a size range from 30 to 150 nm are among one type of EVs that have emerged as important mediators of intercellular communication by transporting cargo that include mRNAs, microRNAs, proteins, and lipids (Thery et al., 2009; Valadi et al., 2007; Wen et al., 2018) within local or remote tissues. Numerous studies have now reported on circulating EVs including exosomes with dysregulated microRNA contents among patients with CVD and diabetes, making them useful biomarkers for monitoring disease progression (Freeman et al., 2018; Garcia-Contreras et al., 2017; Lakhter and Sims, 2015; Sorrentino et al., 2020).

Findings from our laboratory recently demonstrated that modulating cultured macrophages toward an anti-inflammatory phenotype fostered the release of exosomes with anti-inflammatory function capable of controlling diet-induced hematopoiesis and atherosclerosis in mice (Bouchareychas et al., 2020). Results of that study support the possibility that exosomes produced by macrophages exposed to metabolic stressors could potentiate atherosclerosis. Thus, our study was designed to investigate cell signaling properties of exosomes produced by macrophages cultured under high glucose conditions.

Our findings show that macrophage exosomes produced in a hyperglycemic environment promote metabolic reprogramming and cellular proliferation that drives hematopoiesis, myelopoiesis, and atherosclerosis in mice. Our data further show that human diabetic plasma EVs profoundly alter transcriptional programs and dysregulated mitochondrial activity when co-cultured with human macrophages. Together, our findings point to exosomes as perpetrators of hyperglycemia in driving the pathogenesis of diabetic atherosclerosis.

## Results

### Assessment of exosomes produced by macrophages cultured in a high glucose environment

In this study, we sought to test the central hypothesis that hyperglycemia causes macrophages to produce exosomes that exert adverse effects in the cardiovascular system. To this end, we cultured BMDM with elevated glucose levels (25 mM glucose) or osmotic normal glucose levels (5.5 mM glucose +19.5 mM mannitol) for 24 h. We verified that the concentration of glucose in the medium remained elevated throughout the 24-h incubation period (Figure S1A).

We then used the dyes CM-H2DCFDA and CellROX to assess ROS production levels in the cells. Our findings shown that culturing BMDM in 25 mM glucose for a period of 24 h substantially increases CM-H2DCFDA levels (Figure S1B) and CellROX signals (Figure S1C). Next, using the MitoSox marker we found that high glucose increases superoxide produced by the mitochondria (Figure S1D). These data confirm that 25mM glucose led to cytosolic and mitochondrial ROS production in cultured primary macrophages. Next, we performed unbiased RNA sequencing analysis of BMDM cultured in high and normal glucose concentrations. 

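BMDM, which are macrophages grown from mouse bone marrow, were kept for 24 h in 25 mM glucose (high glucose, n = 4 libraries) or in 5.5 mM glucose with 19.5 mM of the sugar alcohol mannitol (normal glucose, n = 4 libraries). Stranded total RNA libraries were depleted of ribosomal cDNA and sequenced on a NovaSeq. The authors mapped the reads with STAR and counted them per gene with FeatureCounts, taking read 2 as the sense strand. The deposited values are normalized counts, for which the authors divided the gene counts of each library by its DESeq2 median-ratio size factor. They are listed by Ensembl identifier for 20 libraries, of which 8 belong to this experiment. The reads behind the values, recovered from the smallest step between them, added up to between 35772047 and 48519084 per library in normal glucose (median 41060624) and to between 38889826 and 45548733 in high glucose (median 41896666). Each listed gene had a median of at least 11 reads over the 20 libraries. A single gene, Gm23935, which is annotated as a miRNA gene, took between 8.78% and 15.17% of the reads of a library. The 95% Wilson intervals of these shares were at most 0.021 percentage points wide and cover counting error only.

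The groups were compared with limma's moderated test with a trend of the variance on the mean, on log2 of the normalized count plus 1. The test was two-sided and covered the 14425 genes with a mean normalized count of at least 10 in these 8 libraries. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were counted as changed, with no limit on the fold change. The libraries carry the numbers 1, 3, 5 and 6 in normal glucose and 1, 2, 4 and 6 in high glucose. Only 2 numbers occur in both groups, so the comparison was made without pairs. After the group means were removed, the libraries with a shared number correlated across genes with a mean Pearson r of 0.008 (2 pairs), and the other libraries with one of -0.001 (14 pairs). The sample labels give no sequencing batch or date for these 8 libraries.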

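In BMDM kept in high glucose, 1914 genes had an adjusted p-value under 0.05 against normal glucose (limma, Benjamini-Hochberg). Of these, 1116 genes were higher and 798 were lower. An unadjusted p-value under 0.05 was found for 3663 genes, where chance would give 721. The median absolute log2 fold change of the changed genes was 0.26. The count moved most when an absolute log2 fold change of at least 1 was also required, which 81 genes reached. Of these, 26 were higher and 55 were lower, so the lower genes were then the larger part. With the library number as a block, 788 genes passed, of which 721 were among the 1914. The fold changes of that fit come from the libraries numbered 1 and 6 alone, since no other number occurs in both groups. It leaves 1 residual degree of freedom, so its variances rest mostly on the estimate shared across genes. Its p-values, here and for the genes and gene lists below, are therefore a weak check. With quantile normalization in place of the authors' size factors, 789 genes were higher and 872 were lower. For 2349 genes, 16.3% of those tested, all high glucose libraries lay above or all lay below the normal glucose libraries, while a random order gives this for 2.86%.

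Among changed genes with a mean of at least 50 normalized counts and no overlap between the groups, the organic anion transporter gene Slco4a1 (ENSMUSG00000038963) rose most. It lies on chromosome 2 of GRCm38 from 180456245 to 180474867 and had 2519 ± 574 normalized counts (SD, n = 4) in high glucose and 302 ± 160 (SD, n = 4) in normal glucose. Its log2 fold change was 3.15 (standard error 0.170, adjusted p = 3.04e-16 from limma with Benjamini-Hochberg adjustment), and 1 normal glucose library, at 539 normalized counts, stood apart from the other 3. The transporter gene Slc6a12 on chromosome 6 had 654 ± 166 normalized counts (SD, n = 4) in high glucose and 90.9 ± 33.5 (SD, n = 4) in normal glucose, a log2 fold change of 2.88 (standard error 0.194, adjusted p = 1.71e-13, limma with Benjamini-Hochberg adjustment). Acod1 and Slc5a3 both rose by a log2 fold change of 1.59, and Fxyd2 rose by 1.53. Slc5a3 overlaps Mrps6, another listed gene, on the same strand. Under the same limits, the gene that fell most was Dio2 on chromosome 12, with 28.7 ± 5.66 normalized counts (SD, n = 4) in high glucose and 87.3 ± 15.7 (SD, n = 4) in normal glucose. Its log2 fold change was -1.58 (standard error 0.285, adjusted p = 0.000118, limma with Benjamini-Hochberg adjustment). Mirt1, Spef2, Rhobtb1 and Spata25 had log2 fold changes of -1.50, -1.33, -1.29 and -1.29. Spata25 overlaps the listed gene Zswim1 and Rhobtb1 overlaps A930033H14Rik, each on the opposite strand, and the Spata25 count of 1 high glucose library (23.9) lay below the other 3. The groups differ in mannitol as well as in glucose, so these changes cannot be assigned to glucose alone. No mannitol is stated for the PBS libraries of the exosome experiment. Their mean for Dio2 was 28.4 normalized counts, near that in high glucose. For the other named genes it lay between those of the glucose groups, such as 1475 for Slco4a1 and 395 for Rhobtb1. Those libraries belong to another experiment, so this is a description only. All 10 genes passed the threshold in each of the 8 fits that left out 1 library. With the shared library number as a block, the adjusted p-value of Mirt1 was 0.0992, and without the trend of the variance that of Spata25 was 0.0546 (limma, Benjamini-Hochberg).

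**Figure D1:**
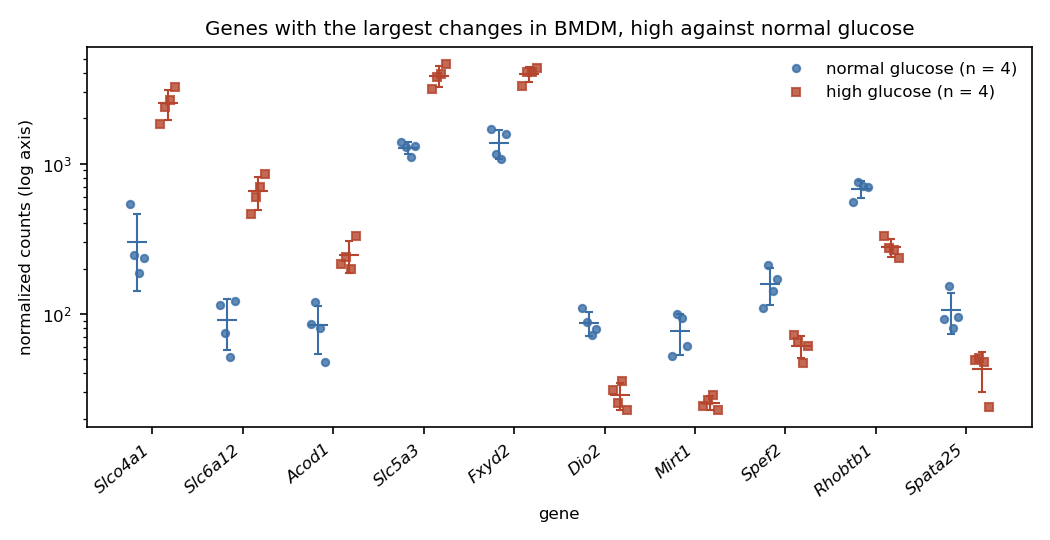
Normalized counts (log axis) of the 5 genes that rose most and the 5 that fell most in high glucose among those with a mean of at least 50 and no overlap. Each point is 1 library (n = 4 per group), and the bars give the mean and SD.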

We observed that 2,142 genes were differentially regulated by an exposure to high glucose, including 1,196 genes that were upregulated and 946 genes downregulated in high glucose compared to the normoglycemic condition (Figure S1E). 

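Changes of functions were tested with 11 gene lists, written by hand before the data were examined. The lists are not the GO terms of the paper, which were not repeated here. For each list, limma's camera test asked whether its genes ranked higher or lower than the other genes, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 11 lists. The immune response list, of which 40 of 43 genes were tested, had a median log2 fold change of 0.30 in high glucose (adjusted p = 2.24e-19, camera with Benjamini-Hochberg adjustment). In this list, 22 genes were significantly higher and 1 was lower. Its genes with the smallest p-values were C3, Ifit1 and Ifit3, with log2 fold changes of 1.05, 0.98 and 0.91. The oxidative stress list (31 of 33 genes tested) had a median of 0.17 (adjusted p = 1.1e-16, camera with Benjamini-Hochberg adjustment), with 19 genes higher and 3 lower. Gclm, Txnrd1 and Cat led this list, with log2 fold changes of 0.92, 0.69 and 0.58.

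The phagocytosis list (30 of 36 genes tested) did not change as a whole, with a median log2 fold change of -0.005 (adjusted p = 0.473, camera with Benjamini-Hochberg adjustment). It held 7 genes that were significantly higher and 10 that were lower. Fcgr2b and Mertk had log2 fold changes of -0.57 and -0.40, and Rac2 had one of 0.35. After quantile normalization the phagocytosis list ranked lower in high glucose, with a median of -0.037 (adjusted p = 0.00985, camera with Benjamini-Hochberg adjustment). The alternative that moved the camera results most was an inter-gene correlation estimated from the data, which gave adjusted p-values of 0.00165 for immune response and 0.00549 for oxidative stress (Benjamini-Hochberg). Of the 11 lists, 6 passed the threshold, against 4 with the estimated correlation and 7 with quantile normalization. With the library number as a block 6 passed as well, but the list of regulation of hematopoiesis (adjusted p = 0.0156, camera with Benjamini-Hochberg adjustment) took the place of oxidative phosphorylation.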

Pathway analysis revealed an upregulation of genes implicated in immune responses, oxidative stress, and phagocytosis. Downregulated pathways were generally associated with metabolic processes (Figure S1F).

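Of the metabolic gene lists, none ranked lower in high glucose. The glycolysis list, with all 22 genes tested, had a median log2 fold change of 0.18 (adjusted p = 1.4e-11, camera with Benjamini-Hochberg adjustment), and 12 of its genes were significantly higher and 1 was lower. The glycolytic genes with the smallest p-values were Pkm, at 51379 ± 3199 normalized counts in high glucose and 30415 ± 1300 in normal glucose (SD, n = 4 each), Aldoa and Eno1. Their log2 fold changes were 0.76, 0.37 and 0.36. The 59 genes of oxidative phosphorylation had a median of 0.07 (adjusted p = 0.00325, camera with Benjamini-Hochberg adjustment). This list did not pass the threshold with the shared library number as a block (adjusted p = 0.343) or with an inter-gene correlation estimated from the data (adjusted p = 0.485, both from camera with Benjamini-Hochberg adjustment). The 20 genes of the tricarboxylic acid cycle and the 27 genes of sterol and fatty acid synthesis each had a median of 0.02 and an adjusted p-value of 0.735 (camera, Benjamini-Hochberg). Single genes of these 2 lists changed in both directions. Fasn and Cs rose, by log2 fold changes of 0.20 and 0.17. Genes that fell were Idh2 (-0.22), Hmgcs1 (-0.20) and Pdha1 (-0.16), with adjusted p-values of 0.0138, 0.0399 and 0.0450 (limma, Benjamini-Hochberg). The list with a lower rank was that of the 45 cell cycle genes, with a median of -0.05 (adjusted p = 0.0038, camera with Benjamini-Hochberg adjustment). It did not pass with the estimated inter-gene correlation either, where its adjusted p-value was also 0.485 (camera, Benjamini-Hochberg).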

To examine the impact of metabolic stress in BMDM on their exosomes, we collected them from the conditioned culture medium of BMDM exposed to high concentrations of glucose (BMDM–HG-exo) or normal glucose levels (BMDM–NG-exo) using our recently described C-DGUC approach (Duong et al., 2019). Using NanoSight analysis, we observed a similar particle concentration (Figures 1A and 1B) relatively homogeneous in size (average mode size 77.51 ±3.33 nm for BMDM–NG-exo and 78.92 ±3.99 nm for BMDM–HG-exo) (Figure 1C) that fall within the average range of exosome size. Assessment of protein concentrations of the BMDM exosomes revealed similar levels in both conditions (Figure 1D) and the exosome secretion rate by cells cultured in normoglycemic or hyperglycemic concentration (Figure 1E). We next validated the purity of our exosome preparations by Western blot analysis. We confirmed the absence of non-exosomal markers (GM130 and Calnexin) and the presence of proteins known to be enriched in exosomes (Alix, Flotillin, CD81, and CD9) (Figure 1F). Subsequently, we validated the integrity of the exosomes by transmission electron microscopy (Figure 1G). Lastly, PKH26-labelled BMDM–NG-exo and BMDM–HG-exo were found to be endocytosed at a similar internalization efficiency in recipient BMDM (Figures 1H and 1I).

**Figure 1:**
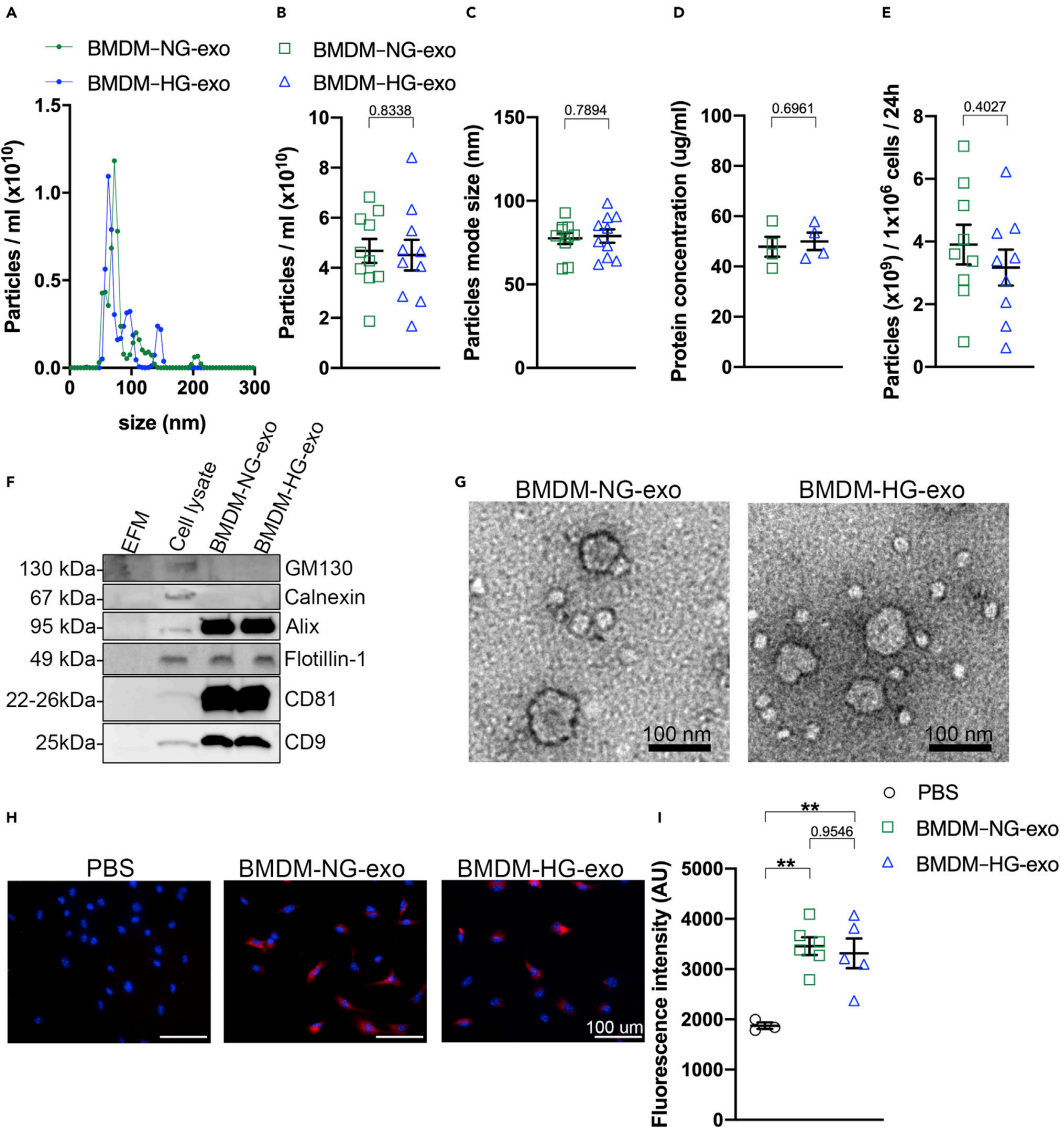
Assessment of exosomes produced by macrophages cultured in a high-glucose environment (A) Representative size and concentration distribution of BMDM–NG-exo or BMDM–HG-exo purified from BMDM conditioned cell culture supernatants after a 24 h period of culture. Measurement of particle concentration (B) and particle mode size (C) using nanoparticle tracking analysis. (D) Quantification of protein concentration by qubit assay. (E) Calculation of secreted particles amounts per million of BMDM in high glucose or low glucose conditions. (F) Western blot analysis of GM130, Calnexin, Alix, Flotillin, and CD81 and CD9 in exosome-free media (EFM), cell lysate, and BMDM–derived exosomes (representative of three independent experiments). An equal volume (37.5 μL) of cDGUC fraction samples was loaded for exosomes analysis and 10 ug of protein was loaded for the cell lysate sample. (G) Electron micrograph of purified exosomes from BMDM cells. Scale bars: 100 nm. (H) Merged images showing internalization of PKH26–labeled BMDM exosomes (red) by naive culture BMDM counterstained with DAPI (blue). BMDM were co-incubated with 2x10^9^ PKH26-labeled exosomes for 2 h at 37°C and washed repeatedly to remove unbound exosomes. All images were acquired using a using a Nikon microscope system with 20× objectives. Scale bars: 100μm. (I) Quantification of the fluorescence intensity.∗p< .05; ∗∗p< .01 as determined by unpaired Student's t test analysis. Data are represented as mean ± SEM.

### BMDM–HG-exosomes increase hematopoiesis and myeloid cell supply

Because hyperglycemia promotes the proliferation and differentiation of hematopoietic stem and progenitor cells (HSPCs) in the BM and spleen, we tested whether BMDM–HG-exo can communicate hyperglycemia-induced hematopoiesis in non-diabetic Apoe^−/−^ mice fed a chow or a Western diet. Cohorts of these Apoe^−/−^ mice were injected intra-peritoneally (IP) with 1 x10^10^ BMDM exosomes or saline (PBS) three times a week for four weeks. We chose an IP over an intravenous (IV) route for exosome infusions as we found this site to be both more practical and similarly effective in delivering exosomes into the circulation after 24 hr (Figure S1A). Importantly, repeated IP exosome treatments did not impact plasma cholesterol levels that remained an average of 445 mg/dL in Apoe^−/−^ mice fed a chow diet (Figure S2B) and 1370 mg/dL for Apoe^−/−^ mice fed a Western diet (Figure S2C).

In contrast, we found that injections of BMDM–HG-exo to Apoe^−/−^ fed a chow diet led to marked changes in hematopoiesis as assessed by flow cytometry when compared to mice injected with PBS but not BMDM–NG-exo. Specifically, we detected significant expansions of the common myeloid progenitor (CMP) and granulocyte-macrophage progenitor (GMP) cells (Figures 2A and 2B) in the BM compared to PBS injected control mice.

**Figure 2:**
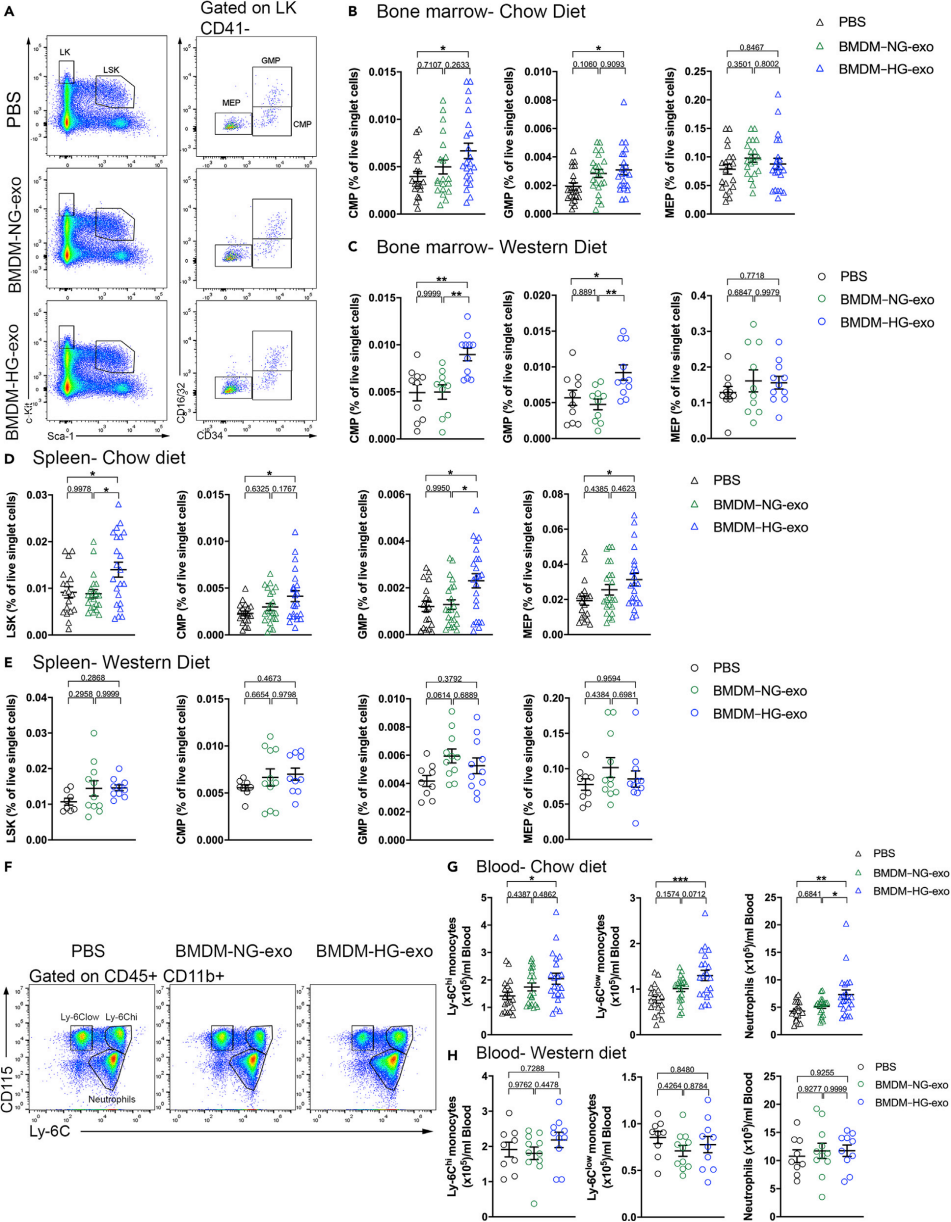
BMDM–HG-exosomes increase hematopoiesis and myeloid cell supply (A) Representative plots of flow cytometric analyses showing the gating strategy for hematopoietic stem and progenitor cells in the BM of Apoe^−/−^ mice fed a chow diet injected with PBS, BMDM–NG-exo or BMDM–HG-exo (1×10^10^ particles/mice every two days) for 4 weeks. LSK cells were defined as Lin– Sca1+ c-Kit+. Common myeloid progenitors (CMPs) were defined as Lin– Sca-1– c-Kit+ (LK) CD41– CD34+ CD16/32–. CMP give rise to granulocyte/macrophage progenitors (GMPs) gated as LK CD41– CD34+ CD16/32+ and megakaryocyte/erythrocyte progenitors (MEPs) defined as LK CD41– CD34– CD16/32–. Doublets and dead cells were excluded prior to analysis. (B) Graph showing the percentage of CMP, GMP, MEP in the BM of Apoe^−/−^ mice fed a chow diet injected with PBS, BMDM–NG-exo or BMDM–HG-exo. A pool of four experiments is shown n = 19–23 mice per group. (C) Graph showing the percentage of CMP, GMP, MEP in the BM of Apoe^−/−^ mice fed a Western diet injected with PBS, BMDM–NG-exo or BMDM–HG-exo. A pool of two experiments is shown n = 10–11 mice per group. (D and E) (D) Analysis of LSK, CMP, GMP, MEP populations in the spleen of Apoe^−/−^ mice fed a chow diet injected with PBS, BMDM–NG-exo or BMDM–HG-exo and (E) Apoe^−/−^ mice fed a Western diet. (F) Representative plots of flow cytometric analyses showing the gating strategy for circulating myeloid cells in Apoe^−/−^ mice fed a chow diet injected with PBS, BMDM–NG-exo or BMDM–HG-exo (1×10^10^ particles/mice every two days) for 4 weeks. (G and H) (G) Quantification of blood monocytes and neutrophils in chow diet fed mice and (H) Western diet fed Apoe^−/−^ mice. Statistical analysis was performed using a two-way ANOVA with Sidak's multiple comparisons post-test. ∗p< 0.05, ∗∗p< 0.01, ∗∗∗p< 0.001. Data are represented as mean ± SEM.

We detected a similar magnitude in the expansion of the CMP and GMP populations in the BM of Apoe^−/−^ mice fed a Western diet (Figure 2C) after BMDM–HG-exo injections compared to PBS and BMDM–NG-exo injections. However, we noted no changes in megakaryocyte-erythroid progenitor (MEP) populations in either condition.

Turning next to an assessment of splenic hematopoiesis, we noted that repeated injections of BMDM–HG-exo into Apoe^−/−^ fed a chow diet led to robust increases in the LSK, CMP, GMP, and MEP cell populations compared to control injected mice (Figure 2D). In contrast, such marked expansion of progenitor cell populations caused by BMDM–HG-exo were not apparent in Apoe^−/−^ mice fed a Western diet (Figure 2E). Similarly, an assessment of circulating leukocytes by flow cytometry revealed that repeated injections of BMDM–HG-exo compared to PBS and BMDM–NG-exo led to an increase among circulating Ly-6C^low^ monocytes and neutrophils only in Apoe^−/−^ mice fed a chow diet (Figures 2F and 2G). An analysis of myeloid cell populations in Apoe^−/−^ mice fed a Western diet showed no differences in monocyte subtypes and neutrophils after repeated injections of BMDM exosomes (Figure 2H), which could in part be due to overwhelming proliferative signaling caused by hyperlipidemia in this model (Swirski et al., 2007; Yvan-Charvet et al., 2010). Taken together, our findings revealed that BMDM–HG-exo can modulate both BM and extramedullary hematopoiesis to augment leukocyte supply in the circulation of Apoe^−/−^ mice fed a chow diet.

### BMDM–HG-exo accelerate spontaneous and diet-induced atherosclerosis in Apoe^−/−^ mice

As increased myelopoiesis is recognized to contribute to atherosclerotic plaque progression (Murphy et al., 2011; Robbins et al., 2012; Swirski et al., 2007), we tested whether BMDM–HG-exo can impact the course of atherogenesis in Apoe^−/−^ mice fed a chow or Western diet. We did so through injections at a dose of 1 x10^10^ particles, three times a week for 4 weeks, a dose of exosomes that represent 4.5% of normal circulating exosomes levels (Huang et al., 2018). Interestingly, while injections of BMDM–HG-exo caused increased myelopoiesis only in chow-fed Apoe^−/−^ mice, they accelerated atherosclerosis in the aortic root of both groups of mice compared to mice injected with controls (Figures 3A–3C). This acceleration of atherosclerosis by BMDM–HG-exo occurred in part by an increase in the number of lesional macrophages as detected by MOMA-positive immunofluorescent staining in Apoe^−/−^ fed a chow diet (Figures 3D and 3E) and in Apoe^−/−^ fed a Western diet (Figure 3F) as compared to mice treated with saline or BMDM–NG-exo. In contrast, measurements of the necrotic core area (Figure 3G) showed no significant impact of the BMDM-exo both in chow (Figure 3H) and Western diet fed (Figure 3I) Apoe^−/−^ mice. However, when looking at cellular apoptotic events in the lesions by cleaved caspase 3 staining (Figure 3J), we noted markedly increased staining in lesions of Apoe^−/−^ fed a chow diet injected with BMDM–HG-exo compared to controls injected mice (Figure 3K). Quantification of the apoptotic cell content in Western diet fed mice while increased, did not reach statistical significance (Figure 3L). Altogether, findings from our study show that BMDM–HG-exo enhance atherosclerosis by increasing lesional macrophage content and apoptotic cell numbers, two morphological features that are frequently observed in atherosclerotic plaques among human diabetic subjects (Burke et al., 2004).

**Figure 3:**
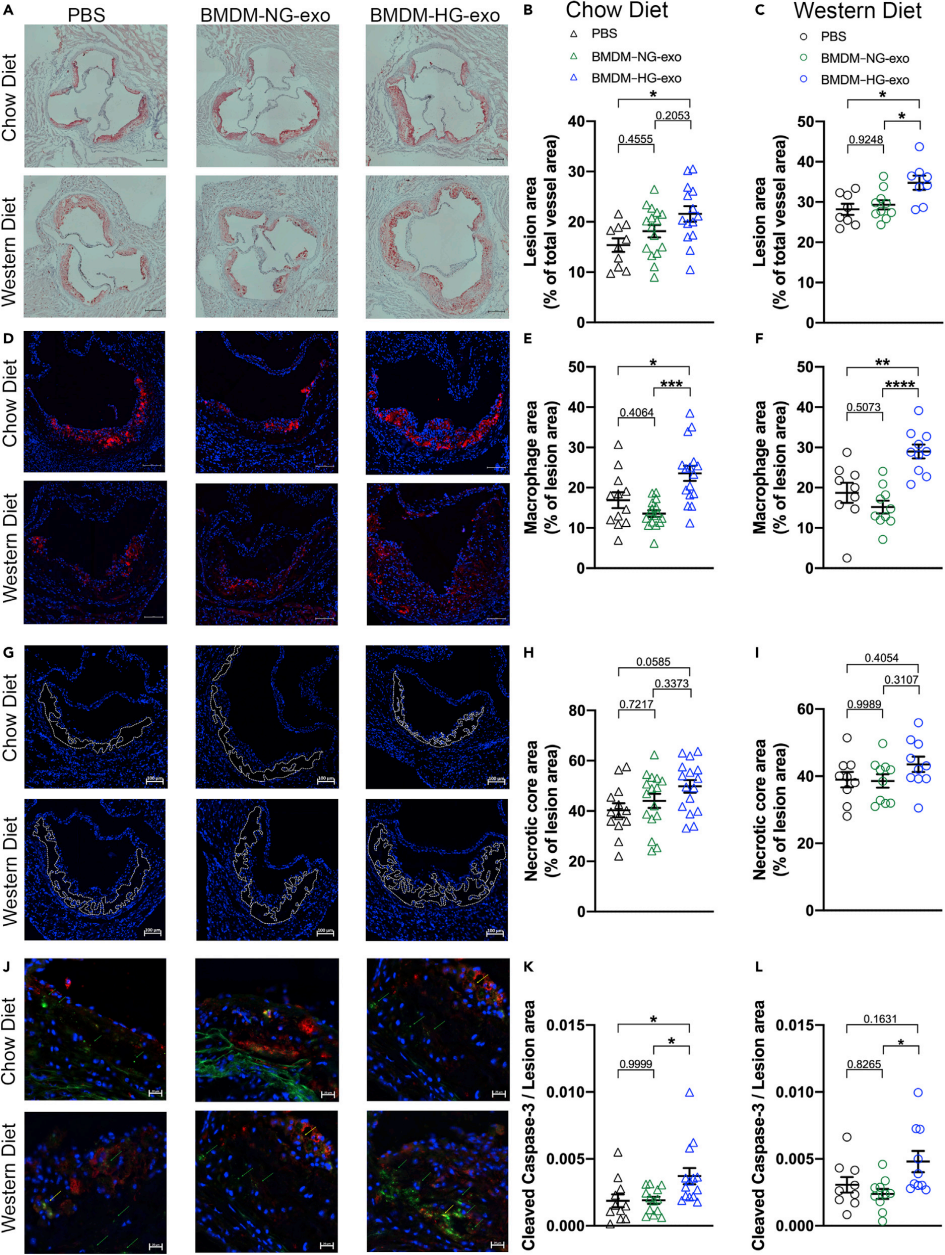
BMDM–HG-exo accelerate spontaneous and diet-induced atherosclerosis in Apoe^−/−^ mice Apoe^−/−^ mice were subjected to PBS, BMDM–NG-exo or BMDM–HG-exo (1×10^10^ particles/mice every two days) for 4 weeks. (A and B) (A) Representative images and (B) quantification of Oil Red O (ORO) staining in Apoe^−/−^ mice fed a chow diet. Pool of four independent experiments is shown, n = 10–16 mice in each group. Scale bars: 200μm. (C) Quantification of ORO staining in Apoe^−/−^ mice fed a Western diet. Pool of two independent experiments is shown, n = 8–10 mice in each group. (D) Representative images of MOMA-2^+^ macrophages in the atherosclerotic plaques of aortic root areas. Scale bars: 100μm. (E) Macrophage content analysis via immunodetection of MOMA-2 in Apoe^−/−^ mice fed a chow diet. Pool of four independent experiments is shown, n = 12–16 mice in each group. (F) Macrophage content analysis in Apoe^−/−^ mice fed a Western diet. Pool of two independent experiments is shown, n = 9–10 mice in each group. (G) Representative cross-sectional view of aortic root stained with DAPI to measure necrosis area from each group of mice. Dashed lines show the boundary of the developing necrotic core. Scale bars: 100 μm. (H) Quantification of necrotic core area as a percent of total plaque area in Apoe^−/−^ mice fed a chow diet. Pool of four independent experiments is shown, n = 13–16 mice in each group. (I) Quantification of necrotic core area in Apoe^−/−^ mice fed a Western diet. Pool of two independent experiments is shown, n = 9–10 mice in each group. (J) Representative image of cleaved caspase-3 and MOMA-2 staining in aortic root lesions. Scale bars: 20 μm. (K) Quantification of cleaved caspase-3 staining as a ratio of lesion area in Apoe^−/−^ mice fed a chow diet. Pool of four independent experiments is shown, n = 11–14 mice in each group. (L) Quantification of cleaved caspase-3 in Apoe^−/−^ mice fed a Western diet. Pool of two independent experiments is shown, n = 9–10 mice in each group. Statistical analysis was performed using one-way ANOVA and Sidak's multiple comparisons post test. ∗p< 0.05, ∗∗p< 0.01, ∗∗∗p< 0.001, ∗∗∗∗p< 0.0001. Data are represented as mean ± SEM.

### Assessment of plasma EVs isolated from subjects with diabetes and atherosclerosis

In beginning to test the human relevance of exosomes produced under hyperglycemic conditions, we isolated circulating exosomes from 4 different groups of subjects: Healthy (Control-EVs), patients with peripheral arterial disease (PAD-EVs), patients with diabetes and no known coronary or peripheral artery disease (Diabetes-EVs) or diabetes associated with PAD (PAD + Diabetes-EVs) (Figure 4A). We used the terminology EVs to refer to human exosomes as there is more vesicle heterogeneity in particle sizes and contamination of other vesicular structures in human EVs as compared to EVs isolated from cultured cells. Plasma EVs were isolated using our C-DGUC method (Duong et al., 2019), the same method used to isolate BMDM-exosomes from conditioned culture medium.

**Figure 4:**
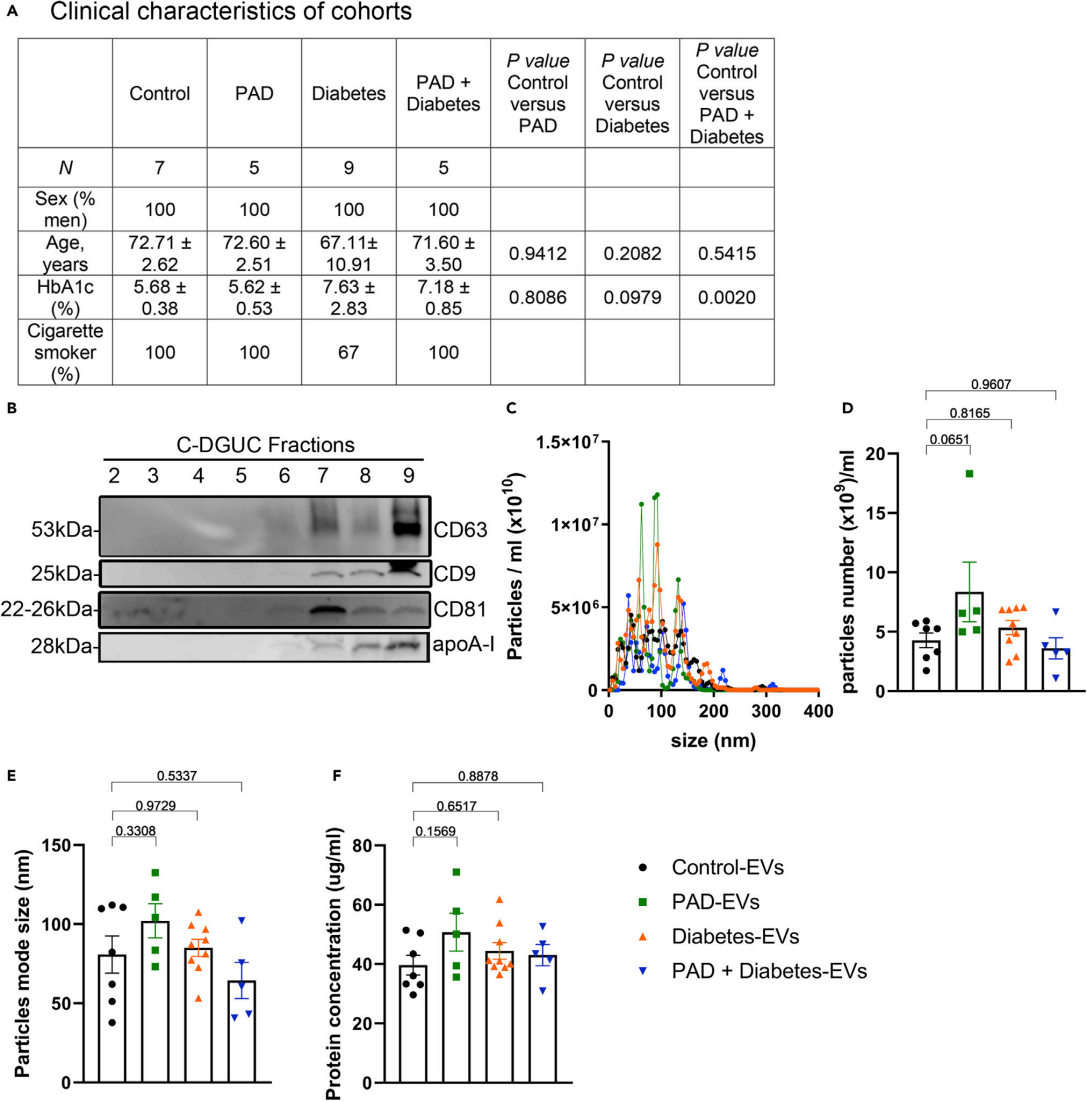
Assessment of plasma EVs isolated from subjects with diabetes and atherosclerosis (A) Details of clinical data of the cohort used in this study. (B) Analyses of 9 individual fractions of plasma EVs separated by C-DGUC method. An equal volume (37.5 μL) of fraction samples was loaded for Western blot analysis. (C–E) (C) Particle diameter distribution profiles for fraction 8 estimated by NTA. Particle concentrations (D) and size (E) were estimated by NTA using NanoSight. (F) Protein concentration was measured by qubit assay. Statistical analysis was performed using one-way ANOVA and Sidak's multiple comparisons post-test. ∗p< 0.05, ∗∗p< 0.01, ∗∗∗p< 0.001, ∗∗∗∗p< 0.0001. Data are represented as mean ± SEM.

To determine the fraction most enriched with EVs, we performed a Western blot analysis of the 12 collected fractions for the detection of EV-associated markers, CD63, CD9, and CD81 (Figure 4B). We observed that fractions 7 and 8 are the ones most enriched in exosomes with minimal plasma protein contaminants such as ApoA-I, and therefore these 2 fractions served for subsequent experiments.

NanoSight analysis of fraction 8 revealed a similar profile of EVs between all groups (Figure 4C) with particles ranging in sizes and a similar particle concentration per ml of plasma (Figure 4D). For the Control-EVs, we observed a mode size of 80 ± 11.74 nm, 102.1 ± 10.79 nm for PAD-EVs, 85.07 ± 5.41 nm for Diabetes-EVs and 64.44 ± 11.36 nm for PAD + Diabetes-EVs (Figure 4E). The measured protein concentration was similar between all groups (Figure 4F).

### Diabetic plasma EVs communicate molecular changes in recipient macrophages

To explore biological functions of mouse macrophage exosomes and human diabetic plasma EVs *in vitro*, we performed RNA sequencing analysis of transcripts altered in recipient cells. Specifically, we tested naive murine BMDM exposed to PBS, BMDM–NG-exo and BMDM–HG-exo, as well as THP-1 cells exposed to human plasma EVs. 

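The mouse libraries came from naive BMDM exposed for 24 h to PBS, to BMDM–NG-exo or to BMDM–HG-exo, the exosomes at 2000000000 particles per ml (n = 4 libraries per group). They were prepared, counted and normalized by the authors together with the libraries of BMDM kept in high and normal glucose. The reads on listed genes, recovered from the normalized counts, numbered between 34016445 and 44693640 per library with PBS (median 36622308). They numbered between 40751064 and 56310712 with BMDM–NG-exo (median 47923964) and between 42356003 and 45905440 with BMDM–HG-exo (median 44199837). The authors' size factors ran from 0.79 to 1.01 with PBS, from 0.94 to 1.25 with BMDM–NG-exo and from 0.99 to 1.09 with BMDM–HG-exo. The sample labels give each group 1 library from each of the same 4 dates. After the group means were removed, libraries of the same date correlated across genes with a mean Pearson r of 0.012 (12 pairs), and libraries of different dates with one of -0.004 (36 pairs). Genes are not independent replicates, so no p-value is given for these values.

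The comparison followed the legend of Figure 5A. The 4 libraries with BMDM–HG-exo were set against the 8 control libraries as one group, with a two-sided limma test on log2 of the normalized count plus 1, over 14413 genes with a mean of at least 10. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.15 were counted as changed, without a block for the date. In a separate fit, PBS, BMDM–NG-exo and BMDM–HG-exo were kept as 3 groups, which shared 1 estimate of the variance. The THP-1 libraries were not analysed here.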

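Between BMDM exposed to BMDM–HG-exo and the combined controls, 29 genes passed both limits (limma, Benjamini-Hochberg), 10 of them higher and 19 lower with BMDM–HG-exo. An unadjusted p-value under 0.05 was found for 1511 genes, where chance would give 721. The alternative that moved the count most was the unadjusted p-value under 0.05 with the same fold change limit, which gave 1023 genes. The count ranged from 1 to 204 genes across the 12 fits that each left out 1 library. With the controls kept as separate groups, BMDM–HG-exo against their mean gave 285 genes, 94 higher and 191 lower. That fit keeps the difference between PBS and BMDM–NG-exo out of the estimate of the variance, while the main fit does not. With the date as a block, 23 genes passed, of which 20 were among the 29. DESeq2 on the recovered reads gave 138 genes, of which 27 were among the 29. For 169 genes (1.17% of those tested) the libraries with BMDM–HG-exo lay above or below all 8 controls, while a random order gives this for 0.404%.

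Thbs1 on chromosome 2, which encodes thrombospondin, had the smallest p-value. Its normalized count was 11522 ± 1450 (SD, n = 4) with BMDM–HG-exo and 16610 ± 1951 (SD, n = 8) in the controls. The log2 fold change was -0.53 (standard error 0.070, adjusted p = 0.000671, limma with Benjamini-Hochberg adjustment), and Thbs1 passed in all 12 fits that left out 1 library. Among changed genes with a mean of at least 50 and no overlap between the groups, the adhesion receptor gene Adgre4 on chromosome 17 fell most, from 287 ± 77.7 (SD, n = 8) to 141 ± 19.0 (SD, n = 4) normalized counts. Its log2 fold change was -0.99 (standard error 0.161, adjusted p = 0.00761, limma with Benjamini-Hochberg adjustment), and it passed in 11 of the 12 fits. In the BMDM–NG-exo group of this gene, 1 library (228 normalized counts) lay just below the other 3. Gm1966, Aif1 and Kdm6b had log2 fold changes of -0.59, -0.52 and -0.43, and passed in 5, 10 and 6 of the 12 fits. Gm1966 is annotated as an unprocessed pseudogene. Under the same limits, Rasgrp3 on chromosome 17 rose most, from 2477 ± 180 (SD, n = 8) to 3022 ± 164 (SD, n = 4) normalized counts. Its log2 fold change was 0.29 (standard error 0.053, adjusted p = 0.0145, limma with Benjamini-Hochberg adjustment). It passed in 9 of the 12 fits, and 1 library with BMDM–NG-exo (2338 normalized counts) lay below the other 3 of its group. Cblb, Lyst and Nav2 rose by log2 fold changes between 0.21 and 0.23, and passed in 5, 4 and 10 of the 12 fits. Nav2 overlaps 3 other listed genes on the same strand. In the fit with the date block, Cblb, Lyst and Gm1966 had adjusted p-values of 0.0584, 0.0757 and 0.0780 (limma, Benjamini-Hochberg). Without the trend of the variance, a setting tried for single genes after seeing the data, Thbs1 and the other named genes did not pass (adjusted p-values from 0.290 to 0.400, limma with Benjamini-Hochberg adjustment).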

Differential expression analysis revealed an upregulation of 57 genes and downregulation of 89 genes in BMDM exposed to BMDM–HG-exo compared to combined BMDM–NG-exo and PBS treated cells (Figure 5A). Furthermore, we noted that genes involved in pathways associated with cellular component organization and cell differentiation were upregulated, while hematopoiesis and immune response pathways were downregulated by BMDM–HG-exo (Figure 5B). 

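The hand-written gene lists were tested in the same way for this comparison. The regulation of hematopoiesis list, of which 33 of 37 genes were tested, had a median log2 fold change of -0.09 with BMDM–HG-exo (adjusted p = 6.73e-11, camera with Benjamini-Hochberg adjustment over the 11 lists), and 28 of its genes were lower. Its genes with the smallest p-values were Fos, Zfp36l1 and Csf2rb, with log2 fold changes of -0.47, -0.25 and -0.20. The adjusted p-values of these genes were 0.0107, 0.0395 and 0.0553 (limma, Benjamini-Hochberg). The immune response list had a median of -0.19 (adjusted p = 4.35e-11, camera with Benjamini-Hochberg adjustment), and 32 of its 40 genes were lower. Cd74 led this list with a log2 fold change of -0.48 and an adjusted p-value of 0.0570 (limma, Benjamini-Hochberg). The list of chemotaxis and inflammation fell furthest, with a median of -0.24 (adjusted p = 3.94e-16, camera with Benjamini-Hochberg adjustment) and 22 of its 28 genes lower. Itgam in this list had a log2 fold change of -0.29 (adjusted p = 0.0125, limma with Benjamini-Hochberg adjustment).

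Cell cycle genes had a median of 0.07 (adjusted p = 0.0134), and genes of sterol and fatty acid synthesis had one of 0.04 (adjusted p = 0.0247, both from camera with Benjamini-Hochberg adjustment). These were the 2 lists that ranked higher. With an inter-gene correlation estimated from the data, the list of chemotaxis and inflammation alone passed the threshold (adjusted p = 0.00792). The adjusted p-value was then 0.141 for immune response and 0.101 for hematopoiesis (camera, Benjamini-Hochberg). With the date as a block, 6 lists passed in place of 5, since cholesterol efflux then had an adjusted p-value of 0.0499 (camera, Benjamini-Hochberg). Cellular component organization and cell differentiation were not among the 11 lists.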

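The apoptosis regulator gene Bcl2 (ENSMUSG00000057329) lies on chromosome 1 of GRCm38 from 106538178 to 106714274. Its normalized count was 198 ± 28.4 (SD, n = 4) with PBS, 248 ± 37.1 (SD, n = 4) with BMDM–NG-exo and 309 ± 31.3 (SD, n = 4) with BMDM–HG-exo. Between 148 and 378 reads per library were counted on it. Against the combined controls, Bcl2 had a log2 fold change of 0.48 with BMDM–HG-exo (standard error 0.133). The adjusted p-value was 0.109 (limma with Benjamini-Hochberg adjustment over all genes tested). An exact two-sided permutation test of the 12 libraries gave p = 0.0121, and 0.0613 after Benjamini-Hochberg adjustment over the 15 such tests made on 5 genes. Of the 4 libraries with BMDM–HG-exo, 2 lay above all 8 controls. Against BMDM–NG-exo alone, the log2 fold change was 0.32 (adjusted p = 0.706, limma with Benjamini-Hochberg adjustment). Against PBS alone it was 0.64 (adjusted p = 0.00321, limma with Benjamini-Hochberg adjustment), and the libraries of these 2 groups did not overlap. A PBS library with 241 normalized counts stood apart from the other 3 of its group. The comparison with the combined controls passed the threshold with DESeq2 on the recovered reads (adjusted p = 0.0437) and with the controls kept as separate groups (adjusted p = 0.0254, limma, both with Benjamini-Hochberg adjustment). It also passed without BMDM–NG-exo 2 (adjusted p = 0.0214, limma with Benjamini-Hochberg adjustment).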

We also noted an upregulation of *Bcl2* expression in BMDM stimulated with BMDM–HG-exo, a key regulator of cellular apoptosis and critical modulator of HSC survival (Domen et al., 2000) and cellularity in atheroma (Bouchareychas et al., 2015). We also noted that BMDM–HG-exo reduced the expression of *Abca*1 that is central to promoting cholesterol efflux from macrophages and HSPC preventing their expansion and contribution to atherosclerosis (Yvan-Charvet et al., 2010). 

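The cholesterol transporter gene Abca1 (ENSMUSG00000015243) lies on chromosome 4 of GRCm38 from 53030787 to 53159895. Its normalized count was 19784 ± 430 (SD, n = 4) with PBS, 17691 ± 1080 (SD, n = 4) with BMDM–NG-exo and 16583 ± 671 (SD, n = 4) with BMDM–HG-exo. The log2 fold change against the combined controls was -0.17 (standard error 0.044, adjusted p = 0.0734, limma with Benjamini-Hochberg adjustment). The exact two-sided permutation test gave p = 0.0182, and 0.0613 after Benjamini-Hochberg adjustment over the 15 tests. Of the 4 libraries with BMDM–HG-exo, 3 lay below all controls. The difference from BMDM–NG-exo alone was a log2 fold change of -0.09 (adjusted p = 0.635, limma with Benjamini-Hochberg adjustment), and that from PBS alone was -0.26 (adjusted p = 9.05e-06, limma with Benjamini-Hochberg adjustment). BMDM–NG-exo also lowered Abca1 against PBS, by a log2 fold change of -0.16 (adjusted p = 0.00601, limma with Benjamini-Hochberg adjustment). With DESeq2 on the recovered reads, the comparison with the combined controls had an adjusted p-value of 0.0291, and with the controls as separate groups it had one of 0.00103 (limma, both with Benjamini-Hochberg adjustment). It also passed in 3 of the 12 fits that left out 1 library, those without BMDM–NG-exo 1, 2 or 3 (adjusted p-values from 0.0210 to 0.0351, limma with Benjamini-Hochberg adjustment). The paper reports a significant reduction of Abca1 by quantitative PCR as well, which was not analysed here.

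**Figure D2:**
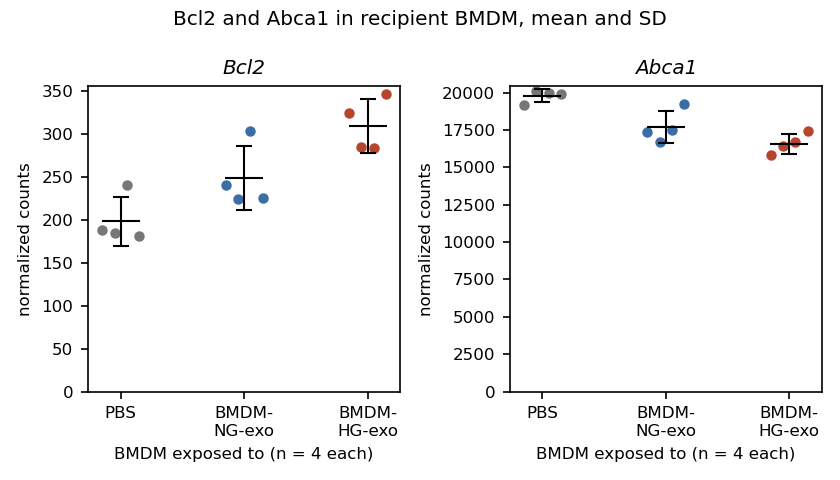
Normalized counts of Bcl2 and Abca1 in recipient BMDM; each point is 1 library (n = 4 per group), and the bars give the mean and SD. The BMDM–NG-exo mean lies between those of PBS and BMDM–HG-exo for both genes.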

RNA Seq analysis of THP-1 cells exposed to circulating human EVs revealed differential expression of genes depending on the source of EVs (Figure 5C). EVs isolated from the plasma of diabetic subjects upregulated the expression of genes implicated in cellular proliferation and revealed a downregulation of genes implicated in the OXPHOS energy metabolism pathway and mitochondrial respiratory electron transport and ATP synthesis (Figure 5D) suggesting their capacity to disrupt mitochondrial complex function. Pathway analysis of PAD + Diabetes-EVs compared to Control-EVs revealed an upregulation of genes implicated in metabolic process and downregulation of genes implicated in leukocyte activation and cellular localization (Figure 5E). Together, our findings reveal that EVs produced in high glucose environments can substantially impact the expression of genes involved in metabolic and inflammatory pathway in recipient macrophages.

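With the controls kept apart, 698 genes differed between BMDM–HG-exo and PBS (254 higher, 444 lower), and 432 genes differed between BMDM–NG-exo and PBS (128 higher, 304 lower; limma, Benjamini-Hochberg). These lists shared 339 genes, all changed in the same direction, but both comparisons use the same 4 PBS libraries, which by itself favours the same direction. Between BMDM–HG-exo and BMDM–NG-exo, 2 genes differed, and 942 had an unadjusted p-value under 0.05, where chance would give 721. They were Thbs1, with a log2 fold change of -0.51 (adjusted p = 0.000382), and Selenop, with one of -0.16 (adjusted p = 0.0476, both from limma with Benjamini-Hochberg adjustment). With the date as a block, these 3 comparisons gave 810, 505 and 22 genes. Without the trend of the variance neither gene passed (adjusted p = 0.629 for both, limma with Benjamini-Hochberg adjustment, a setting tried for them after seeing the data). Of the 12 fits that left out 1 library, Thbs1 passed in 12 and Selenop in 5. Selenop was named after its values were seen. Its normalized count was 88966 ± 4243 (SD, n = 4) with BMDM–HG-exo, 99393 ± 2600 (SD, n = 4) with BMDM–NG-exo and 94581 ± 723 (SD, n = 4) with PBS. The 29 genes found against the combined controls were all among the 698, and 8 of them were among the 432.

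The lists of chemotaxis and inflammation, hematopoiesis and immune response also ranked lower with BMDM–HG-exo than with BMDM–NG-exo. Their medians were -0.12 (adjusted p = 1.48e-13), -0.03 (adjusted p = 1.98e-05) and -0.05 (adjusted p = 0.0127, all from camera with Benjamini-Hochberg adjustment). With an inter-gene correlation estimated from the data, tried here after seeing the data, the list of chemotaxis and inflammation passed (adjusted p = 0.0113), while hematopoiesis (0.323) and immune response (0.491) did not (camera, Benjamini-Hochberg). The lists of cell cycle and of sterol and fatty acid synthesis, higher against the combined controls, did not differ between the exosomes (adjusted p = 0.896 and 0.427, camera with Benjamini-Hochberg adjustment). Of the metabolic lists, glycolysis and oxidative phosphorylation did not change against the combined controls, with adjusted p-values of 0.782 and 0.446 (camera, Benjamini-Hochberg). From the changed genes and pathways in recipient BMDM, together with those in THP-1 cells, the paper concludes that EVs from high glucose environments can alter metabolic and inflammatory gene expression in macrophages.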

**Figure 5:**
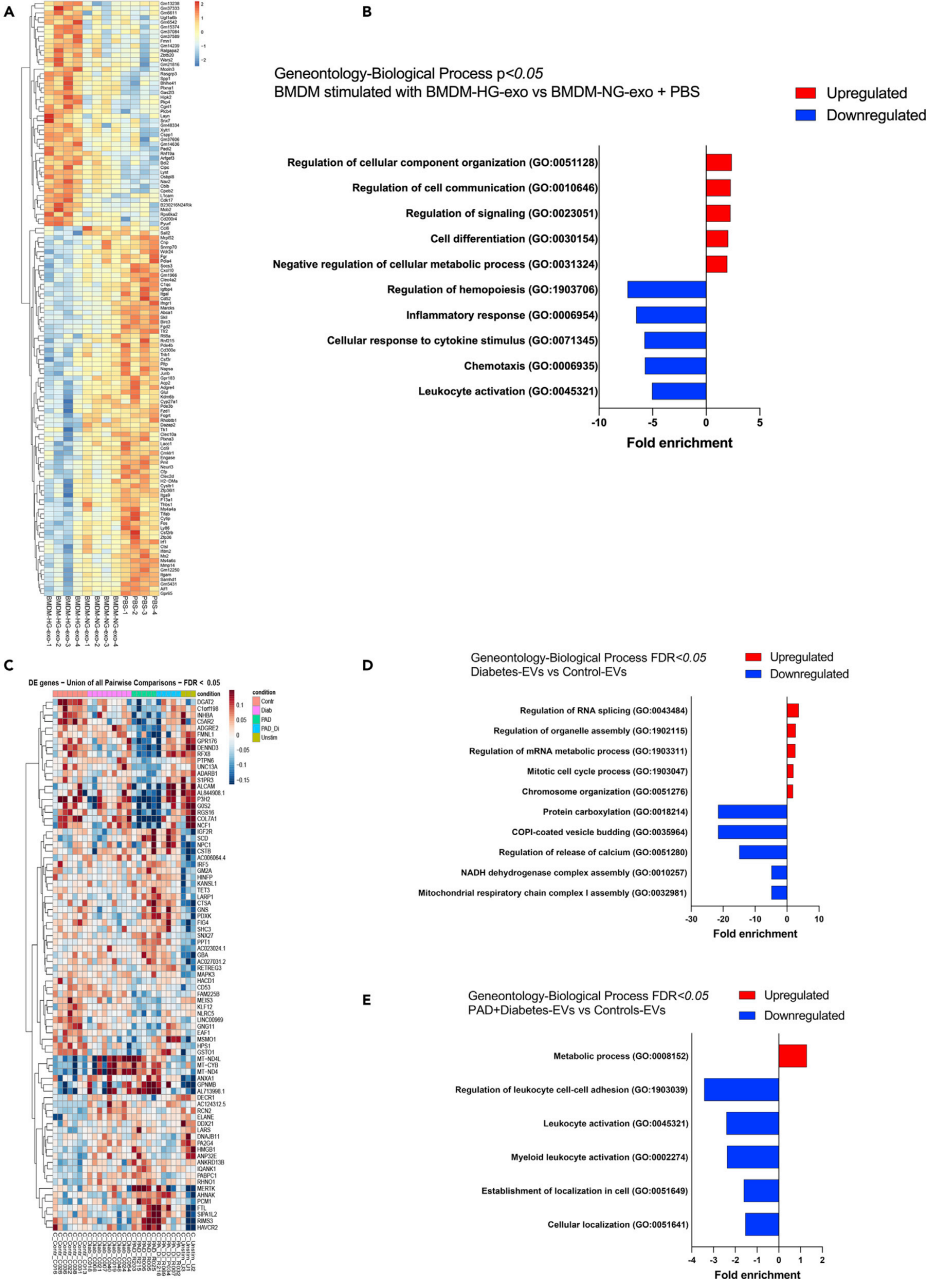
EVs induce molecular changes in macrophage recipient cells (A) Heatmap showing the distinct mRNA expression profiles between BMDM exposed to BMDM–HG-exo (n = 4) versus controls (PBS (n = 4) combined with BMDM–NG-exo (n = 4)) for 24 h, analyzed with log2FC cut-off to 0.15. Each sample were from separate BMDM-exo preparations. (B) GO enrichment analysis (Biological process) of the gene differentially expressed between BMDM exposed to BMDM–HG-exo and controls (BMDM–NG-exo + PBS). The minimum count of genes considered for the analysis was >10 and p <0.05. (C) Heatmap displaying all differentially expressed genes and their normalized read counts in THP-1 cells treated with Healthy (Control-EVs, n = 7), Diab (Diabetes-EVs, n = 9), PAD (PAD-EVs, n = 5), PAD_Di (PAD + Diabetes-EVs, n = 5), and PBS stimulated cells (Unstim, n = 3) for 24 hr (D and E) (D) GO enrichment analysis (Biological process) of the gene differential expressed (p<0.05) between Diabetes-EVs and Control-EVs with (E) GO enrichment analysis (Biological process) of the gene differential expressed (p<0.05) between PAD +Diabetes-EVs and Control-EVs. The minimum count of genes considered for the analysis was >6.

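In the heatmap of Figure 5A, 127 gene names could be read, 48 drawn as higher and 79 as lower with BMDM–HG-exo. The normalized counts listed 126 of them, and all 126 had the direction drawn. Their median log2 fold change against the combined controls was 0.29 for the genes drawn as higher and -0.28 for those drawn as lower. Adjusted over all genes tested, 25 of the 126 passed the limits, 8 of them higher (limma, Benjamini-Hochberg). The adjusted p-values of the list lay between 0.000671 and 0.144. Adjusted over the list alone, all 126 passed, which shows no stability since the list was chosen by the paper on the same libraries. With DESeq2 on the recovered reads, the alternative that raised this count most, all 126 passed over all genes tested. When 1 library was left out, the count ran from 1 (without BMDM–HG-exo 3) to 108 (without BMDM–NG-exo 2).

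For 116 of the 126 genes, the mean with BMDM–NG-exo lay between those with PBS and BMDM–HG-exo. The median gene with BMDM–NG-exo had covered 40.5% of the difference between PBS and BMDM–HG-exo. The median absolute log2 fold change of the list was 0.34 for BMDM–HG-exo against PBS, 0.20 against BMDM–NG-exo, and 0.14 for BMDM–NG-exo against PBS. The limits were passed by 114, 1 and 30 of the genes in these comparisons.

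**Figure D3:**
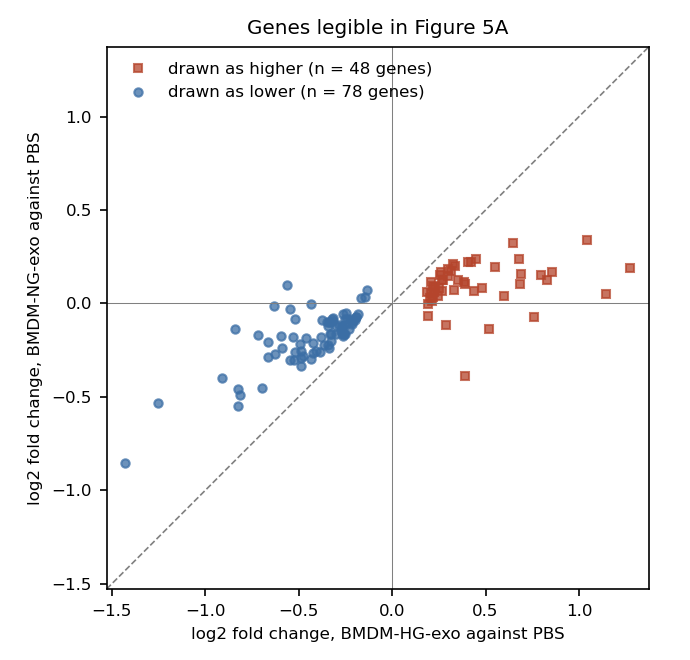
Log2 fold change against PBS of BMDM–NG-exo (vertical axis) and of BMDM–HG-exo (horizontal axis) for the 126 genes of Figure 5A that were listed; each point is 1 gene (48 drawn as higher, 78 as lower), from n = 4 libraries per group. The dashed line marks equal change with both exosomes, and 116 genes changed in the same direction with both, which the shared PBS libraries favour.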

### BMDM–HG-exo modulate macrophage energy metabolism

In following up on these observations, we examined whether BMDM–HG-exo can influence macrophage energy metabolism as we reported for exosomes produced by macrophages exposed IL-4 (Bouchareychas et al., 2020). First, we determined the oxygen consumption rate (OCR) including basal and maximal respiration, proton leak, ATP production and spare respiratory capacity in BMDM stimulated with PBS, BMDM–NG-exo or BMDM–HG-exo (Figure 6A). We observed an increase of maximal respiration, and spare respiratory capacity in cells exposed to BMDM–NG-exo compared to PBS control. However, we also observed that BMDM–HG-exo failed to increase OxPhos in recipient BMDM (Figure 6C).

**Figure 6:**
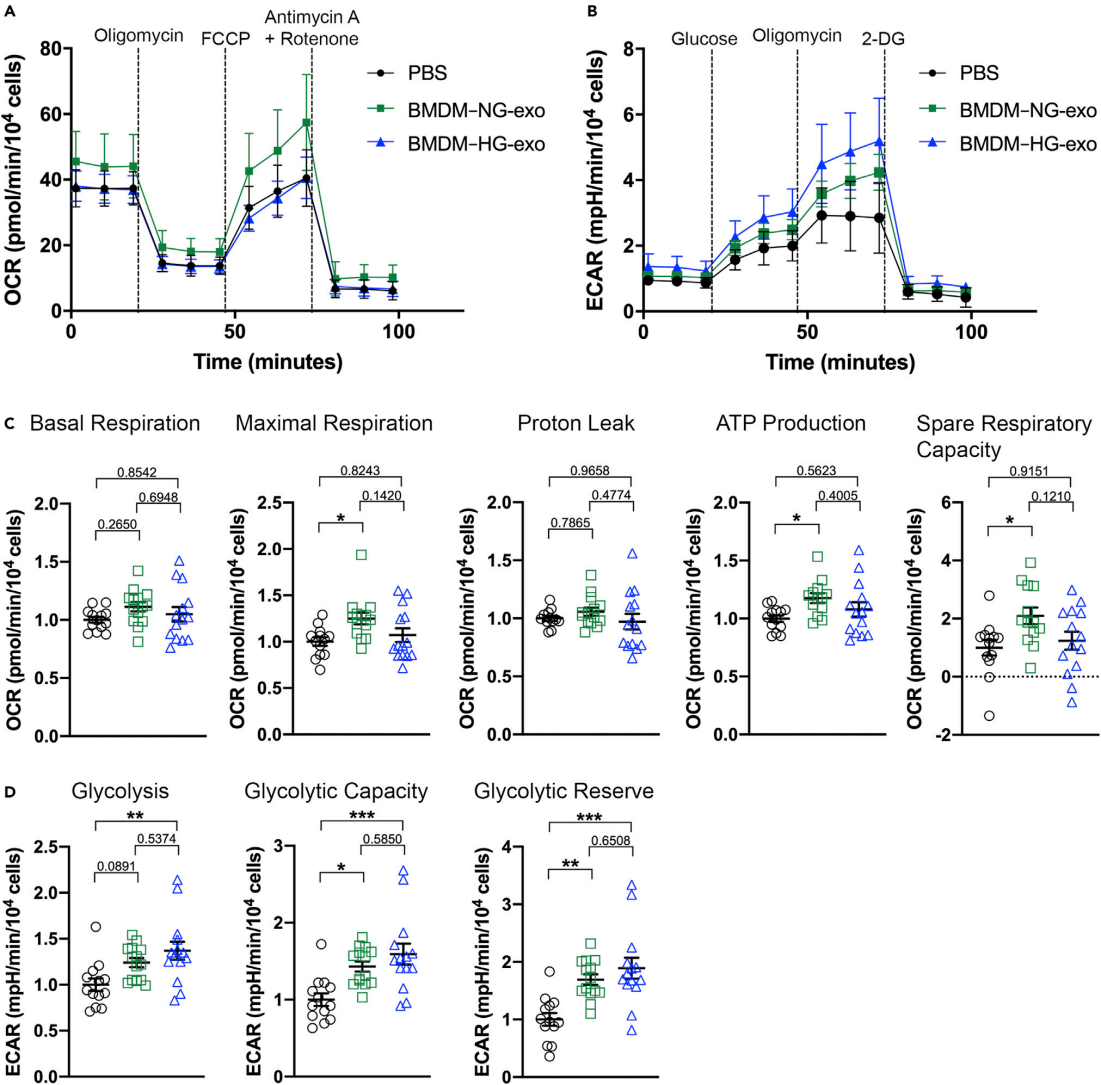
BMDM–HG-exo modulate macrophage energy metabolism (A and B) (A) Graph showing representative seahorse extracellular flux analysis of oxygen consumption rate (OCR) and (B) extracellular acidification rate (ECAR) in BMDM exposed to PBS, BMDM–NG-exo or BMDM–HG-exo for 24 hr. One representative experiment out of two experiments is shown n = 13–14 per group). (C) Bar graphs showing quantified cell-normalized mitochondrial OCR from stress tests. Results are presented relative to PBS control. (D) Bar graphs showing quantified cell-normalized glycolytic pathway. Results from a pool of two independent experiments is shown, n = 12–14 in each group. ∗p< 0.05, ∗∗p< 0.01, ∗∗∗p< 0.001 as determined by one-way ANOVA and Holm-Sidak post test. Data are represented as mean ± SEM.

Next, we tested the effect of BMDM–HG-exo on modulating the extracellular acidification rate (ECAR), an indicator of aerobic glycolysis (Figure 6B). Glycolysis rate, glycolytic capacity and glycolytic reserve were all significantly higher in macrophages stimulated with BMDM–HG-exo compared to PBS treated cells (Figure 6D). Of note, cells stimulated with BMDM–NG-exo also showed an increased glycolytic capacity and glycolytic reserve, but these changes were more notable in cells treated with BMDM–HG-exo.

Collectively, these findings demonstrate that BMDM–NG-exo upregulated both mitochondrial function and glycolysis to obtain the ATP necessary for their survival. However, BMDM–HG-exopromoted a metabolic switch among recipient cells toward a preferential use of glucose for energy production.

### BMDM–HG-exo modulate cell proliferation in macrophages and myeloid progenitors

Having established their ability to modulate cellular energy metabolism, we next tested whether BMDM exosomes could impact cell proliferation. We performed an AlamarBlue assay with naive BMDM exposed to PBS, BMDM–NG-exo or BMDM–HG-exo and observed an increase in fluorescent signal demonstrating an increase in cell viability and therefore proliferation after 4 hr (Figure 7A) and 24 hr (Figure 7B) of BMDM–HG-exo treatment. Next, we measured cellular DNA content to detect the cell cycle distribution after treatment with PBS, BMDM–NG-exo or BMDM–HG-exo (Figure 7C). Our data consistently revealed an increase in the percentage of cells in phase S and G2/M (Figure 7D) among BMDM stimulated with BMDM–HG-exo compared to BMDM–NG-exo and PBS. These findings show that BMDM–HG-exo can serve to stimulate the proliferation of cultured macrophages. Next, we tested the impact that BMDM–HG-exo could exert to support hematopoietic stem cell function using a colony forming assay (CFU) assay (Figure 7E). Freshly isolated BM cells exposed to BMDM–HG-exo displayed increased colony numbers compared to those exposed to PBS but not BMDM–NG-exo (Figure 7F) indicating that BMDM–HG-exo have a capacity to further enhance hematopoietic stem cell proliferation. Altogether, these data indicate that BMDM–HG-exo display a capacity to promote the proliferation of cells central to the pathogenesis of atherosclerosis.

**Figure 7:**
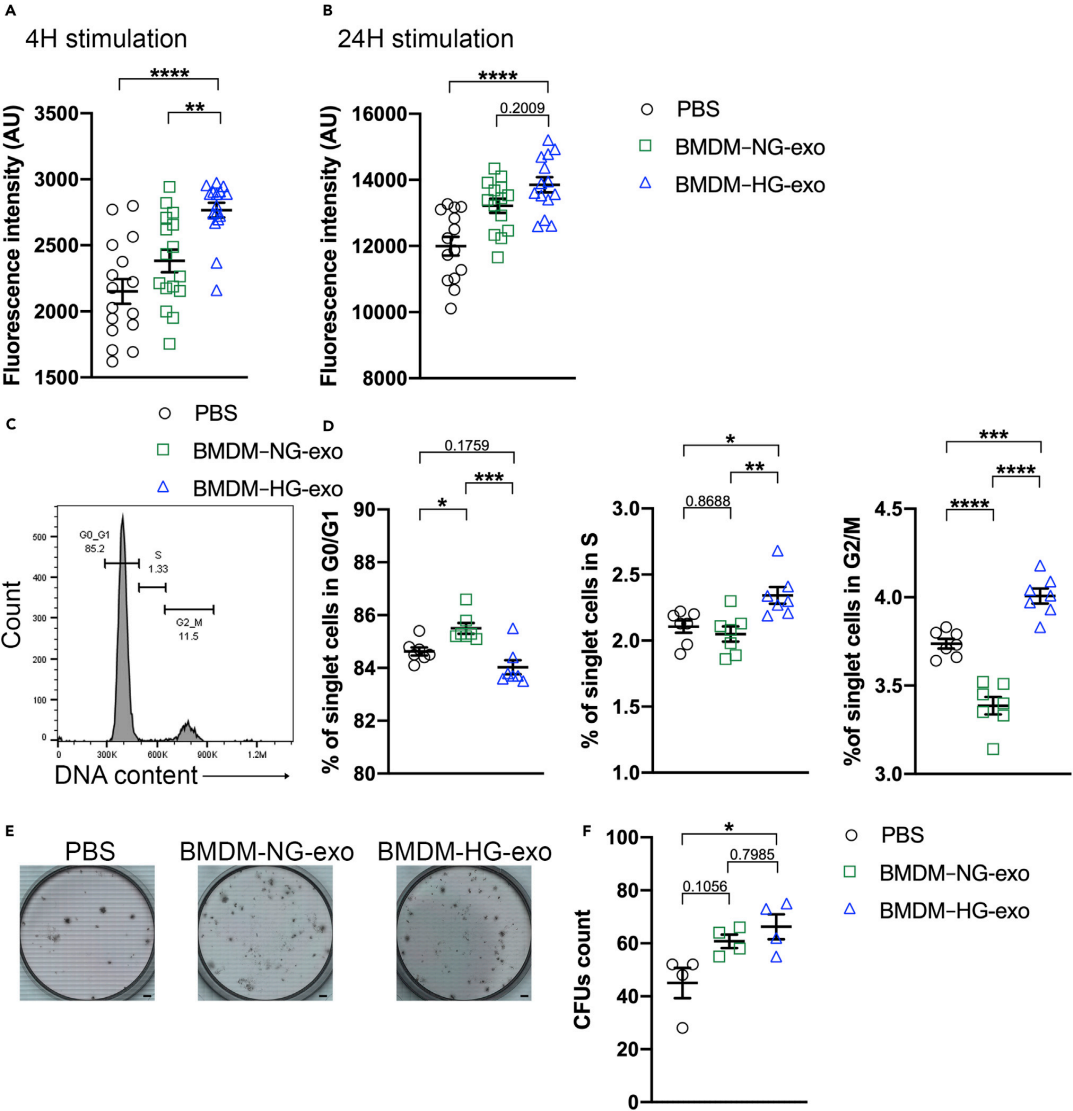
BMDM–HG-exo modulate cell proliferation in macrophages and myeloid progenitors (A and B) Measurement of fluorescent AlamarBlue signal in BMDM exposed to PBS, BMDM–NG-exo or BMDM–HG-exo during (A) 4 hr or (B) 24 hr. (C) Flow cytometry histogram showing the gating strategy for the measurement of cell cycle distribution in BMDM after treatment with PBS, BMDM–NG-exo or BMDM–HG-exo for 4 hr. (D) Quantitative analysis of cell cycle distribution. One representative experiment out of two experiments is shown. (E and F) (E) Representative images of CFU assay (F) 2×10^4^ BM cells from C57BL/6 mice were plated in Methylcellulose-based medium with recombinant cytokines for colony-forming unit (CFU) and treated every two days with PBS, BMDM–NG-exo or BMDM–HG-exo at a dose of 2×10^9^ particles/ml. Pool of four experiments with 4 separate preparations of exosome were analyzed. Scale bars: 4.37mm. Statistical analysis was performed using a two-way ANOVA with Sidak's multiple comparisons post-test. ∗p< 0.05, ∗∗p< 0.01, ∗∗∗p< 0.001, ∗∗∗∗p< 0.0001. Data are represented as mean ± SEM.

### Hyperglycemia dysregulates microRNA in myeloid cells and their EVs

Numerous studies have reported changes in circulating microRNA levels associated with accelerated atherosclerotic disease in diabetes (de Candia et al., 2017; Zampetaki et al., 2010). As we and others (Gaudreault et al., 2013; Nagareddy et al., 2013) observed that myeloid cells are impacted by hyperglycemia, we performed microRNA sequencing on Ly-6C^hi^ monocytes and macrophages isolated from mouse models of hyperglycemia that included the STZ-induced and spontaneous Akita mouse models of diabetes.

Our findings revealed differential expression of 23 microRNA in Ly-6C^hi^ monocytes sorted from the blood of STZ-treated mice compared to controls (Figure S3A). In the Akita mouse model, only 4 microRNA were differentially expressed in the Ly-6C^hi^ monocytes compared to control with miR-486-5p found significantly upregulated (Figure S3B). In peritoneal macrophages isolated from the Akita mouse model, we also observed an upregulation of 24 microRNA and downregulation of 14 microRNA relative to wild-type mice (Figure S3C). Next, we analyzed microRNA expression profiles of BMDM exposed to normal or high glucose concentration. We observed a downregulation of 11 microRNA and an upregulation of 22 microRNA (Figure S3D).

A comparison of shared microRNA changes in peritoneal macrophages isolated from Akita mice and BMDM–HG cell population revealed an increase in levels of miR-126a-3p, miR-99b-5p, miR-16-5p and miR-423-3p in both hyperglycemic models. Next, we performed small RNA sequencing on both BMDM exosomes and human circulating EVs isolated from control and diabetic patients including those with established vascular disease. As shown Figure 8A, microRNA sequencing revealed 14 differentially expressed microRNA in BMDM–HG-exo compared to BMDM–NG-exo including 10 upregulated and 4 downregulated microRNA. Interestingly we observed that miR-486-5p was enriched in BMDM–HG-exo that parallel their increased expression in myeloid cells examined from hyperglycemic mouse models (Figure S3B). The increased miR-486-5p levels in BMDM–HG-exo compared to BMDM–NG-exo were further validated and confirmed using qRT-PCR (Figure 8B).

**Figure 8:**
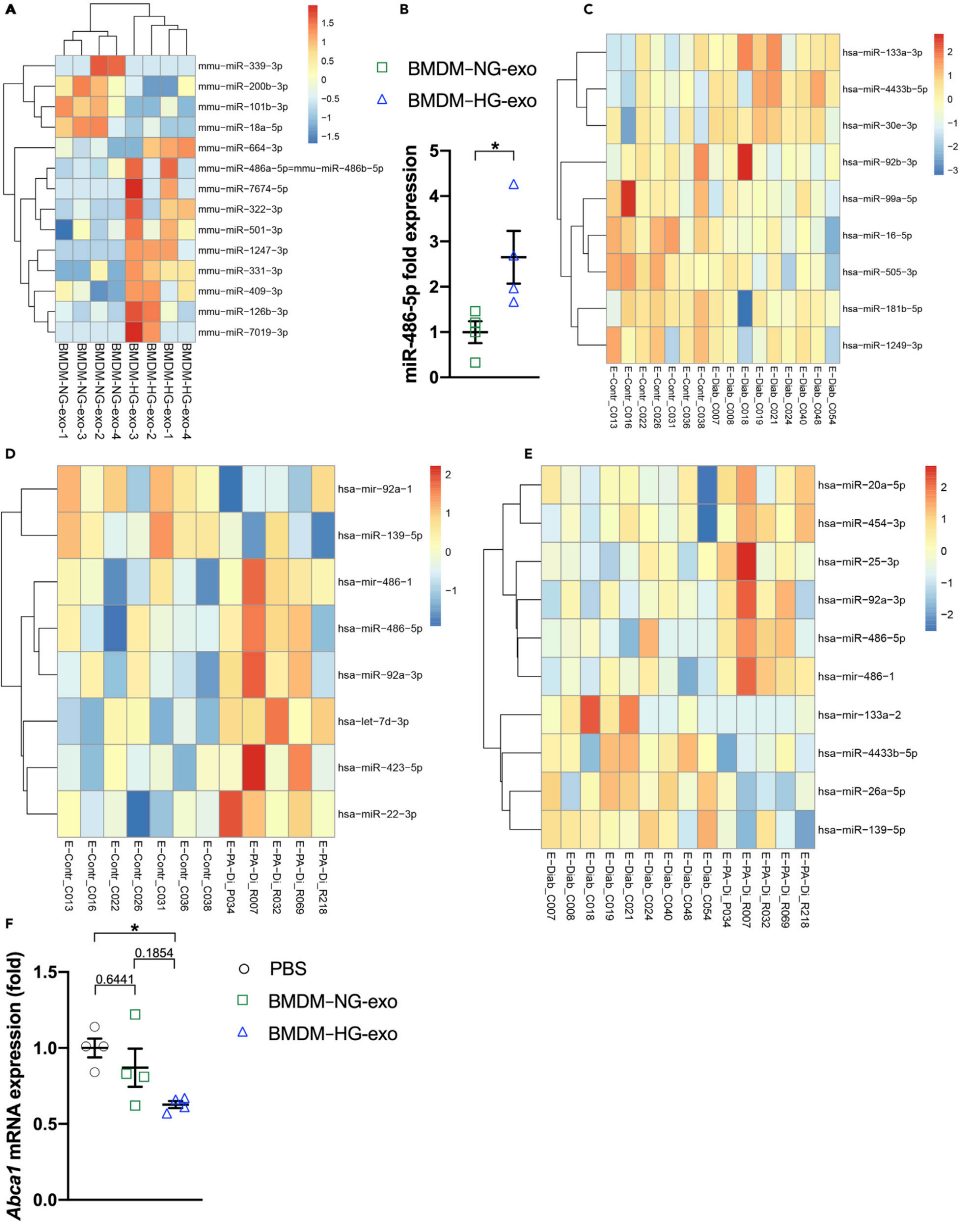
Hyperglycemia dysregulates microRNA in myeloid cells and their EVs (A) Heatmap showing the distinct microRNA expression profiles between BMDM–NG-exo (n = 4) and BMDM–HG-exo (n = 4) (p <0.05). (B) qRT-PCR analysis of miR-486a-5p in BMDM–NG-exo and BMDM–HG-exo. Each sample were from separate BMDM-exo preparations. ∗p < .05 as determined by unpaired Student's t test analysis. (C) Heatmap illustrating microRNA differential expression in the circulating EVs of healthy subjects (Control-EVs, n = 7) compared to EVs isolated from diabetic patients (Diabetes-EVs, n = 9). (D) Heatmap illustrating microRNA differential expression in the circulating EVs of healthy subjects (Control-EVs, n = 7) compared to EVs isolated from patients with diabetes and PAD (PAD + Diabetes-EVs, n = 5). (E) Heatmap illustrating microRNA differential expression in the circulating EVs isolated from diabetic patients (Diabetes-EVs, n = 9) or patients with diabetes and PAD (PAD + Diabetes-EVs, n = 5). Red signal and blue signal indicate microRNA expression levels. (F) qRT-PCR analysis of *Abca1* mRNA expression in BMDM after treatment with PBS, BMDM–NG-exo or BMDM–HG-exo for 24 hr. One representative experiment out of two experiments is shown n = 4 per group. Statistical analysis was performed using a two-way ANOVA with Sidak's multiple comparisons post-test. ∗p< 0.05. Data are represented as mean ± SEM.

An analysis of microRNA levels in human circulating EVs showed few differences between Control-EVs and Diabetes-EVs (Figure 8C). However, we noted that PAD + Diabetes-EVs displayed 6 upregulated and 2 downregulated microRNA compared to Control-EVs (Figure 8D). Furthermore, some of these microRNA were also noted to be upregulated when comparing PAD + Diabetes-EVs and Diabetes-EVs (Figure 8E). Specifically, we noted that miR-486-5p was upregulated in PAD + Diabetes-EVs compared to Diabetes-EVs and Control-EVs. Furthermore, miR-486-5p was found to be upregulated in BMDM–HG-exo compared to BMDM–NG-exo (Figure 8A). Because miR-486-5p has been shown to reduce the expression of ABCA1 in THP-1 macrophages (Liu et al., 2016), we tested whether BMDM–HG-exo could reproduce this effect. Data shown in Figure 8F demonstrate that BMDM–HG-exo significantly reduce the expression of *Abca1* mRNA in primary BMDM supporting the pro-atherogenic properties of these exosomes when infused into Apoe^−/−^ mice.

Altogether, our observations demonstrate that hyperglycemia dysregulates microRNA levels in myeloid cells and their secreted exosomes and point to miR-486-5p as a candidate EV-associated microRNA that may play an important role in diabetic atherosclerosis acceleration.

## Discussion

Numerous studies recently revealed that EVs contribute to the pathogenesis of diabetes and cardiometabolic diseases, including via their microRNA cargo (Bei et al., 2017; Bouchareychas et al., 2020; Jansen et al., 2017; Krohn et al., 2016). Findings from our laboratory demonstrated that a select set of microRNA carried by macrophage EVs, also termed exosomes, impact the course of atherosclerosis in mice with hyperlipidemia (Bouchareychas et al., 2020). However, their signaling properties in complications of diabetes, including atherosclerosis, remain incompletely understood. In light of the importance of the macrophage in the pathogenesis of atherosclerosis in diabetes, there is a need to elucidate the role of macrophage-derived EVs produced under metabolic stress.

Results of our study reveal a new appreciation for macrophage exosomes in the pathogenesis of diabetic atherosclerosis. Specifically, our findings demonstrate that exosomes produced in a high-glucose environment, simulating human diabetic hyperglycemia levels of 450 mg/dL, induced metabolic reprogramming of recipient cells. Specifically, we noted through bioenergetic studies that naive BMDM cells exposed to BMDM–HG-exo increased glycolytic activity and displayed enhanced proliferation. Furthermore, we observed that when infused into Apoe^−/−^ mice, BMDM–HG-exo increases hematopoiesis and myeloid cell numbers in the circulation that collectively led to larger numbers of macrophages in lesions along with increased apoptotic areas and atherosclerosis progression.

A key observation of this study was a significant increase of CMPs and GMPs in the BM of mice injected with BMDM–HG-exo that was further increased in western diet fed mice. In Apoe^−/−^ mice fed a chow diet, while BMDM-HG-exo were effective in driving hematopoiesis when compared to saline alone, no difference was observed in mice injected with BMDM–HG-exo compared to BMDM–NG-exo showing that western diet feeding could amplify the BMDM–HG-exo effect on CMP/GMP expansion. Numerous studies have reported that the consumption of western diet triggers proliferative hematopoietic cell expansion that is normally regulated by cholesterol efflux mechanisms involving LXRs, ABCA1, ABCG1, and HDL (Wang et al., 2007; Yvan-Charvet et al., 2007, 2010). Our results showed that BMDM–HG-exo decreased *Abca1* mRNA expression in recipient BMDM cells. We could suggest that by decreasing *Abca1*, BMDM–HG-exo further amplified the HSPC expansion induced by the western diet consumption.

Our observations add to findings of several reports showing that diabetes is accompanied by altered hematopoiesis and increased myeloid cell numbers in the circulation (Hazra et al., 2013; Kojima et al., 2014; Nagareddy et al., 2013). So far, this process has been shown to be driven by a systemic increase of S100A8/A9 produced by neutrophils, which signals through the receptor for advanced glycation end products (RAGE) in hematopoietic progenitors cells (Nagareddy et al., 2013) and by upregulating the expression of GLUT-1 on myeloid cells, enhancing glycolytic activity and proliferative signaling resulting in myelopoiesis (Flynn et al., 2020). Although we did not explore this pathway in depth, RNA sequencing analysis of cultured macrophages exposed to BMDM–NG-exo or BMDM–HG-exo showed no differences in levels of RAGE or GLUT-1 gene expression. 

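RAGE is encoded by Ager (ENSMUSG00000015452), on chromosome 17 of GRCm38 from 34597862 to 34600936. Its normalized count was 30.5 ± 11.8 (SD, n = 4) with BMDM–NG-exo and 25.0 ± 8.52 (SD, n = 4) with BMDM–HG-exo, a log2 fold change of -0.24 (standard error 0.435). The adjusted p-value was 0.978 (limma with Benjamini-Hochberg adjustment), and the exact two-sided permutation test gave p = 0.486, where 0.0286 is the smallest p that 4 libraries against 4 allow. Adjusted over the 15 such tests on 5 genes, it was 0.607 (Benjamini-Hochberg). Between 16 and 50 reads were counted on Ager in each of these 8 libraries. GLUT-1 is encoded by Slc2a1 (ENSMUSG00000028645), on chromosome 4 from 119108711 to 119137983. It had 1371 ± 98.0 normalized counts (SD, n = 4) with BMDM–NG-exo and 1476 ± 148 (SD, n = 4) with BMDM–HG-exo. The log2 fold change of Slc2a1 was 0.10 (standard error 0.073, adjusted p = 0.905, limma with Benjamini-Hochberg adjustment). The exact permutation test gave p = 0.343, and 0.515 after Benjamini-Hochberg adjustment. One BMDM–NG-exo library, at 1226 normalized counts, lay below the other 3 of its group. Neither gene passed the threshold in any of the 10 alternatives or of the 12 fits that left out 1 library.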

Surprisingly, we found that only mice fed a chow diet had an increase in hematopoietic progenitors in the spleen after BMDM–HG-exo injections. In those mice, Ly-6C^hi^ monocyte levels were unchanged whereas Ly-6C^low^ monocytes were increased in the same manner as neutrophils. In addition, stimulatory properties of high dietary cholesterol in Western diet fed mice could mask the added effects of the BMDM–HG-exo on further driving myelopoiesis. Alternatively, larger numbers of BMDM–HG-exo may be required to drive hematopoiesis in mice fed a high fat diet as our injection paradigm consisted of only 4.5% of normal circulating exosomes in mice (Huang et al., 2018). Regardless of their exact mode of function and effective concentration dosage, we provide through this study the first evidence that macrophage-derived exosomes produced under high glucose conditions can modulate hematopoiesis and myelopoiesis.

Along with their intrinsic capacity to increase hematopoietic progenitors and circulating leukocytes, we observed that BMDM–HG-exo caused a substantial increase in atherosclerotic lesion area. We noted that such changes included an increase of macrophage foam cell rich area and apoptotic cells in Apoe^−/−^ mice injected with BMDM–HG-exo regardless of dietary challenge. As BMDM–HG-exo were able to increase proliferation in recipient cells, it is plausible that macrophage lesion area was elevated due to an increase in local macrophage proliferation. Indeed, macrophage proliferation locally in lesions has been shown to be a key event in atherosclerosis development (Robbins et al., 2013). Furthermore, results of our recent study of macrophage exosomes in atherosclerosis control demonstrated their ability to infiltrate the aorta of Apoe^−/−^ mice (Bouchareychas et al., 2020).

Support for this line of reasoning comes from reports linking hyperglycemia to altered cell cycle regulation and proliferation (Nagy et al., 2019). While the underlying mechanisms are complex, studies have shown that they involve numerous pathways including AKT/mTOR activation (Lopez et al., 2013), epidermal growth factor (EGF), hypoxia-inducible factor-1/vascular endothelial growth factor-dependent (HIF-1/VEGF) pathways and apoptotic resistance pathway (Li et al., 2019). Such involvement in cellular reprogramming could explain the clinical observations linking high glucose levels with increased prevalence to developing cancer (Li et al., 2019).

In our study, we observed that BMDM–HG-exo could potently induce metabolic reprogramming in recipient cells by failing to increase oxidative phosphorylation, and rather increasing their glycolytic pathway consistent with an entry into the phase S of cell cycle. Importantly, we also observed by sequencing analysis that Homeodomain-interacting protein kinase 2 (HIPK2) was upregulated in BMDM stimulated with BMDM–HG-exo. 

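Hipk2 (ENSMUSG00000061436) lies on chromosome 6 of GRCm38 from 38694390 to 38876165 and overlaps Tbxas1, another listed gene, on the opposite strand. Its normalized count was 10877 ± 417 (SD, n = 4) with PBS, 11178 ± 711 (SD, n = 4) with BMDM–NG-exo and 12916 ± 745 (SD, n = 4) with BMDM–HG-exo. All 4 libraries with BMDM–HG-exo lay above all 8 controls, and the exact two-sided permutation test gave p = 0.00202, the smallest p that 4 libraries against 8 allow. Adjusted over the 15 tests on 5 genes, this was 0.0303 (Benjamini-Hochberg). The log2 fold change was 0.23 (standard error 0.040, adjusted p = 0.0114, limma with Benjamini-Hochberg adjustment). It stayed between 0.19 and 0.26 when 1 library was left out, and the threshold was passed in 11 of these 12 fits. The exception was the fit without BMDM–HG-exo 3 (adjusted p = 0.187, limma with Benjamini-Hochberg adjustment). Without the trend of the variance, tried for it after seeing the data, Hipk2 did not pass either (adjusted p = 0.349, limma with Benjamini-Hochberg adjustment). Against BMDM–NG-exo alone the log2 fold change was 0.21 (adjusted p = 0.0546, limma with Benjamini-Hochberg adjustment), and 6 of the 10 alternatives to that comparison passed the threshold. The date as a block gave the lowest adjusted p-value of these alternatives (0.00127). The fit without the trend gave the highest (0.758, both from limma with Benjamini-Hochberg adjustment). Of the 12 fits of this comparison that left out 1 library, 3 passed, with adjusted p-values from 0.00643 to 0.560 (limma, Benjamini-Hochberg). Against PBS alone the log2 fold change was 0.25 (adjusted p = 0.00011, limma with Benjamini-Hochberg adjustment). BMDM–NG-exo and PBS differed by a log2 fold change of 0.04 (adjusted p = 0.779, limma with Benjamini-Hochberg adjustment).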

HIPK2 is a co-regulator of a number of transcription factors and cofactors involved in DNA repair responses, cell proliferation and cell differentiation. Indeed, Hipk2^−/−^ mice show defective hematopoiesis (Aikawa et al., 2006) and HIPK2 depletion by RNA interference has been shown to inhibits cell proliferation in primary BM (Iacovelli et al., 2009). Therefore, our data could support a scenario where BMDM–HG-exo upregulate hematopoiesis and cell proliferation through the HIPK2 signaling pathway that ensure DNA damage repair. Interestingly, we also noted an upregulation of *Bcl2* in BMDM stimulated with BMDM–HG-exo. In addition to its role in regulating apoptosis, BCL-2 has also been found to be a key player in the regulation of mitochondrial function, hematopoiesis, metabolism, autophagy, cell cycle and DNA damage response (Glab et al., 2020). Transgenic mouse models that overexpresses BCL-2 have increased numbers of HSC (Domen et al., 2000) and Ly-6C^low^ monocytes (Bouchareychas et al., 2015) consistent with findings of our study.

Beyond having characterized their cell-signaling properties, we identified several microRNAs that were enriched in BMDM–HG-exo compared to BMDM–NG-exo, including miR-486-5p. Interestingly, we found that PAD + Diabetes-EVs also displayed an increased level of miR-486-5p. In addition, miR-486-5p was enriched in Ly-6C^hi^ monocytes sorted from the Akita mice.

To date, the pathological significance of miR-486-5p has not been fully elucidated and is subject to intense research in cancer biology due to its's role in cell proliferation and cell cycle regulation. Indeed, studies have shown that miR-486-5p is central to the pathogenesis of chronic myeloid leukemia (CML) and aberrant hematopoiesis (Shaham et al., 2015; Wang et al., 2015).

Studies have also shown an increase of miR-486-5p in patients with coronary artery disease (Niculescu et al., 2015). More recently, miR-486-5p enriched in adipose-derived stem cell–EVs have been shown to accelerate the proliferation of skin fibroblasts (Lu et al., 2020). Furthermore, miR-486-5p was shown to reduce ABCA-1 expression in macrophages (Liu et al., 2016) that we reproduced through our studies of BMDM-HG-exo, which in this context could contribute to atherosclerosis acceleration in Apoe^−/−^ mice treated with BMDM–HG-exo, and atherosclerosis in diabetic patients.

Regardless their exact mode of action, our findings uncovered that exosomes produced by macrophages exposed to high glucose concentrations and those isolated from the plasma of diabetic mice and human subjects carry increased levels of select microRNA including miR-486-5p that is associated with dysfunctional hematopoiesis and macrophage cholesterol homeostasis, could explain observations of increased circulating leukocytes and atherosclerosis in diabetic subjects. Further studies will be needed to quantify the proportion of macrophage derived EVs among the pool of EVs in human circulation to further validate whether exosomes produced by macrophages *in vitro* can reflect human physiology.

In summary, our findings reveal a new paradigm to account for experimental and clinical observations of accelerated atherosclerosis in diabetes. Our data show that detrimental properties of hyperglycemia on hematopoiesis can be communicated via exosomes produced by macrophages cultured in a high glucose environment. Mechanisms of action identified in this study include altered energy metabolism and cellular proliferation in target cells. Our data also suggests the possible existence of a feedforward mechanism by which metabolically stressed macrophages can communicate to the BM and spleen via exosomes to accentuate the supply of circulating monocytes and neutrophils in the setting of diabetes. While this process can be seen as detrimental in the context of diabetes, it is plausible that it evolved as a mechanism to help control the need for hematopoietic cell production in response to host infection or need for tissue repair. Our transcriptomics datasets also provide a rich resource for further investigation of the underlying biology of hyperglycemia mediated cellular dysfunction in diabetes. Furthermore, future studies of BMDM exosomes could reveal new opportunities to control cellular dysfunction and cardiovascular complications in diabetes.

### Limitations of the study

Our approach of testing BMDM exosome function *in vivo* includes repeated infusions of an empirical number of BMDM-exosomes that may not accurately reflect physiological levels of exosomes produced by macrophage subtypes in mice. Furthermore, while our studies have identified microRNA cargo associated with exosomes produced by BMDM exposed to high glucose levels and EVs isolated from the plasma of diabetic human subjects, we do not in this study focus on elucidating specific molecular targets of such microRNA. Other possible exosomal cargo including proteins, lipids, and other RNA species that could impact cellular communication were not examined. The co-isolation of minor contaminants including protein aggregates and lipoproteins containing apoAI with EVs may add another level of complexity in the understanding of their function. Future studies will be required to fully understand the contribution of each component of the BMDM–exosomes and their respective targets in contributing to accelerated atherosclerosis in diabetes.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Immunoblotting: Rabbit monoclonal anti-CD9	Abcam	Cat# ab92726; RRID:AB_10561589
Immunoblotting: Mouse monoclonal anti-CD81	Santa Cruz Biotechnology	Cat# sc-166029, RRID:AB_2275892
Immunoblotting: Mouse monoclonal anti-CD63	BD Biosciences	Cat# 556019, RRID:AB_396297
Immunoblotting: Rabbit polyclonal anti-Calnexin	Abcam	Cat# ab10286, RRID:AB_2069009
Immunoblotting: Mouse monoclonal anti-GM130	BD Biosciences	Cat# 610823, RRID:AB_398142
Immunoblotting: Rabbit monoclonal anti-Flotillin-1	Cell Signaling Technology	Cat# 18634, RRID:AB_2773040
Immunoblotting: Mouse monoclonal anti-Alix	Santa Cruz Biotechnology	Cat# sc-53540, RRID:AB_673819
Immunoblotting: Mouse monoclonal anti- Anti- APOA1	Santa Cruz Biotechnology	Cat# sc-376818, RRID:AB_2797313
Immunoblotting: mouse IgG kappa binding protein (m-IgGκ BP)- HRP	Santa Cruz Biotechnology	Cat# sc-516102, RRID:AB_2687626
Immunoblotting: F(ab)2-Goat anti-Rabbit IgG (H+L) Cross-Adsorbed Secondary Antibody, HRP	Thermo Fisher Scientific	Cat# A10547, RRID:AB_2534046
Flow Cytometry: Biotin anti-mouse/human CD45R/B220 antibody	BioLegend	BioLegend Cat# 103204, RRID:AB_312989
Flow Cytometry: Biotin anti-mouse CD4 antibody	BioLegend	Cat# 100508, RRID:AB_312711
Flow Cytometry: Biotin anti-mouse CD8a antibody	BioLegend	Cat# 100704, RRID:AB_312743
Flow Cytometry: Brilliant Violet 421 anti-mouse CD16/32 antibody	BioLegend	Cat# 101332, RRID:AB_2650889
Flow Cytometry: Biotin anti-mouse Ly-6G/Ly-6C (Gr-1) antibody	BioLegend	Cat# 108404, RRID:AB_313369
Flow Cytometry: PE/Cy7 anti-mouse CD150 (SLAM) antibody	BioLegend	Cat# 115914, RRID:AB_439797
Flow Cytometry: Biotin anti-mouse TER-119/Erythroid Cells antibody	BioLegend	Cat# 116204, RRID:AB_313705
Flow Cytometry: Brilliant Violet 510 anti-mouse CD41 antibody	BioLegend	Cat# 133923, RRID:AB_2564013
Flow Cytometry: Biotin anti-mouse CD127 (IL-7Rα) antibody	BioLegend	Cat# 135006, RRID:AB_2126118
Flow Cytometry: PE anti-mouse CD115 (CSF-1R) antibody	BioLegend	Cat# 135505, RRID:AB_1937254
Flow Cytometry: FITC anti-mouse Ly-6C antibody	BioLegend	Cat# 128006, RRID:AB_1186135
Flow Cytometry: PerCP/Cyanine5.5 anti-mouse/human CD11b antibody	BioLegend	Cat# 101228, RRID:AB_893232
Flow Cytometry: APC anti-mouse CD45 antibody	BioLegend	Cat# 103112, RRID:AB_312977
Flow Cytometry: c-Kit Monoclonal Antibody (2B8), APC-Cyanine7	Thermo Fisher Scientific	Cat# A15423, RRID:AB_2534436
Flow Cytometry: CD34 Monoclonal Antibody (RAM34), FITC	Thermo Fisher Scientific	Cat# 11-0341-85, RRID:AB_465022
Flow Cytometry: Ly-6A/E (Sca-1) Monoclonal Antibody (D7), PE	Thermo Fisher Scientific	Cat# 12-5981-83, RRID:AB_466087
Flow Cytometry: CD48 Monoclonal Antibody (HM48-1), APC	Thermo Fisher Scientific	Cat# 17-0481-82, RRID:AB_469408
Flow Cytometry: CD135 (Flt3) Monoclonal Antibody (A2F10), PerCP-eFluor 710	Thermo Fisher Scientific	Cat# 46-1351-82, RRID:AB_10733393
Flow Cytometry: BV786 Streptavidin	BD Biosciences	Cat# 563858, RRID:AB_2869529
TruStain FcX Antibody	BioLegend	Cat# 101320, RRID:AB_1574975
Rat Anti-Mouse Macrophages/Monocytes Monoclonal antibody, Unconjugated, Clone moma-2	Cedarlane	Cat# CL89154, RRID:AB_10086520
Cleaved Caspase-3 (Asp175) Antibody	Cell Signaling Technology	Cat# 9661, RRID:AB_2341188
Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488	Thermo Fisher Scientific	Cat# A-21206, RRID:AB_2535792
Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 594	Thermo Fisher Scientific	Cat# A-21209, RRID:AB_2535795

**Chemicals, peptides, and recombinant proteins**		

iScript Reverse Transcription Supermix	Bio-Rad Laboratories	Cat# 1708841
Fast SYBR Green Master Mix	Applied Biosystems	Cat# 4385614
miRCURY LNA RT Kit	Qiagen	Cat# 339340
miRCURY LNA SYBR Green PCR Kit	Qiagen	Cat# 339347
4–20% Mini-PROTEAN TGX Stain-Free Protein Gels	Bio-Rad Laboratories	Cat# 4568094
4x Laemmli Sample Buffer	Bio-Rad Laboratories	Cat# 1610747
Amersham ECL Prime Western Blotting Detection Reagent	GE Healthcare	Cat# RPN2232
Immun-Blot PVDF Membrane	Bio-Rad Laboratories	Cat# 1620177
Penicillin-Streptomycin	Gibco	Cat# 15140122
Dulbecco’s Modified Eagle’s Medium	Corning	Cat# 10-014-CV
RPMI 1640	Corning	Cat# 10-040-CV
Phorbol 12-Myristate 13-Acetate	Fisher Scientific	Cat# BP685-1
Recombinant Murine M-CSF	Peprotech	Cat# 315-02
D-(+)-Glucose solution	Sigma-Aldrich	Cat# G8769-100ML
D-Mannitol	MP Biomedicals	Cat# 02152540-CF
Trypsin-EDTA (0.05%)	Gibco	Cat# 25300054
GlutaMAX	Gibco	Cat# 35050061
RBC Lysis Buffer (10X)	BioLegend	Cat# 420301
CountBright Absolute Counting Beads	Thermo Fisher Scientific	Cat# C36950
RD Western Diet	Research Diets	Cat# D12079B
Teklad Global Diets	Envigo	Cat# 2016
OptiPrep density gradient medium	Sigma-Aldrich	Cat# D1556-250ML
Tissue-Tek O.C.T Compound	Sakura FineTek	Cat# 4583
Oil Red O	Sigma-Aldrich	Cat# O1391
Mayer's Hematoxylin	Thermo Fisher Scientific	Cat# 72804
VECTASHIELD Antifade Mounting Medium with DAPI	Vector Laboratories	Cat# H-1200
Sucrose, 20% Sterile Solution	VWR	Cat# E543-100ML
10X Tris-EDTA, pH 7.4	Fisher Scientific	Cat# BP24771
RNase A/T1 Mix	Thermo Fisher Scientific	Cat# EN0551
Seahorse XF base medium	Agilent	Cat# 103335-100
Seahorse XF 100 mM pyruvate solution	Agilent	Cat# 103578-100
Seahorse XF 200 mM glutamine solution	Agilent	Cat# 103579-100
MethoCult™ GF	StemCell Technologies	Cat# M3434
Streptozocin	Sigma-Aldrich	Cat# S0130
alamarBlue	Bio-Rad Laboratories	Cat# BUF012B
Live Cell Imaging Solution	Thermo Fisher Scientific	Cat# A14291DJ
DiR (DiIC18(7) (1,1'-Dioctadecyl-3,3,3',3'-Tetramethylindotricarbocyanine Iodide))	Invitrogen	Cat# D12731

**Critical commercial assays**		

miRNeasy Mini Kit	Qiagen	Cat# 217004
Quant-iT RiboGreen RNA Assay Kit	Thermo Fisher Scientific	Cat# R11490
Slide-A-Lyzer MINI Dialysis Device, 10K MWCO	Thermo Fisher Scientific	Cat# 88404
Seahorse XFe24 FluxPaks	Agilent	Cat# 102340-100
Seahorse XF Glycolysis Stress Test Kit	Agilent	Cat# 103020-100
Seahorse XF Cell Mito Stress Test Kit	Agilent	Cat# 103015-100
Seahorse XFe24 Cell Culture Microplates	Agilent	Cat# 100777-004
MitoSOX™ Red Mitochondrial Superoxide Indicator	Thermo Fisher Scientific	Cat# M36008
CM-H2DCFDA (General Oxidative Stress Indicator)	Thermo Fisher Scientific	Cat# C6827
CellROX Deep Red Flow Cytometry Assay Kit	Thermo Fisher Scientific	Cat# C10491
FxCycle violet stain	Thermo Fisher Scientific	Cat# F10347
Fixation/Permeabilization Solution Kit	BD Biosciences	Cat# 554714
Qubit Protein Assay Kit	Thermo Fisher Scientific	Cat# Q33211
PKH26 Red Fluorescent cell Linker kit	Sigma-Aldrich	Cat# PKH26GL-1KT
Wako Diagnostics Total Cholesterol E	Fisher Scientific	Cat# 999-02601
Sigma Glucose (GO) Assay Kit	Sigma-Aldrich	Cat# GAGO20-1KT
Fragment Analyzer RNA Kits	Agilent	Cat# DNF-472-0500
Fragment Analyzer DNA/NGS Kits	Agilent	Cat# DNF-474-0500
Universal Plus mRNA-Seq with NuQuant	TECAN	Cat# 0520
MiniSeq High Output Reagent Kit	Illumina	Cat# FC-420-1001
HiSeq 3000/4000 SBS Kit	Illumina	Cat# FC-410-1001
TURBO DNA-free™ Kit	Thermo Fisher Scientific	Cat# AM1907
RNA Clean & Concentrator-5	Zymo Research	Cat# R1016
High Sensitivity RNA ScreenTape	Agilent	Cat# 5067-5579
High Sensitivity RNA ScreenTape Sample Buffer	Agilent	Cat# 5067-5580
SMARTer Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian Components	Takara Bio	Cat# 634418
SMARTer RNA Unique Dual Index Kit	Takara Bio	Cat# 634452
High Sensitivity D1000 ScreenTape	Agilent	Cat# 5067-5584
High Sensitivity D1000 Sample Buffer	Agilent	Cat# 5067-5603
KAPA SYBR FAST Universal qPCR Kit	Kapa Biosystems	Cat# KK4824
NovaSeq 6000 S1 Reagent Kit	Illumina	Cat# 20012864
PhiX Control v3	Illumina	Cat# FC-110-3001
BioAnalyzer High Sensitivity DNA Analysis	Agilent	Cat# 5067-4626
NEXTflex Small RNA Library Prep Kit v3	Perkin Elmer	Cat# NOVA-5132-06

**Deposited data**		

Mouse small RNA -Seq	This paper	GEO Study Accession: GSE162958
Mouse long RNA-Seq	This paper	GEO Study Accession: GSE162961
Human small RNA -Seq	This paper	dbGaP Study Accession: phs002401.v1.p1

**Experimental models: cell lines**		

THP-1	UCSF- Cell and Genome Engineering Core	N/A

**Experimental models: organisms/strains**		

Mouse: B6.129P2-Apoetm1Unc/J	Jackson Laboratories	JAX:002052
Mouse: C57BL/6-Ins2Akita/J	Jackson Laboratories	JAX:003548
Mouse: C57BL6/J	Jackson Laboratories	JAX:000664

**Oligonucleotides**		

Mouse B2m F primer: CTGCTACGTAACACAGTTCCACCC	This paper	N/A
Mouse B2m R primer: CATGATGCTTGATCACATGTCTCG	This paper	N/A
Mouse Gapdh F primer: TGAAGCAGGCATCTGAGGG	This paper	N/A
Mouse Gapdh R primer: CGAAGGTGGAAGAGTGGGAG	This paper	N/A
Mouse Abca1 F primer: ACCTGGAGAGAAGCTTTCAATGA	This paper	N/A
Mouse Abca1 R primer: GTTCAGGTTGACACACTCCATGA	This paper	N/A

**Software and algorithms**		

FlowJo v10.6.2	FlowJo	https://www.flowjo.com/
ImageJ	NIH	https://imagej.nih.gov/ij/
Photoshop CC	Adobe	https://www.adobe.com/products/photoshop.html
Prism 7	GraphPad	https://www.graphpad.com/scientific-software/prism/
2100 Expert Bioanalyzer	Agilent	https://www.agilent.com/en/product/automated-electrophoresis/bioanalyzer-systems/bioanalyzer-software/2100-expert-software-228259
XFe Wave software	Agilent	https://www.agilent.com/en/products/cell-analysis/cell-analysis-software/data-analysis/wave-desktop-2-6
NTA 3.2	Malvern Panalytical	https://www.malvernpanalytical.com/en/support/product-support/software/NanoSight-NTA-software-update-v3-2
NIS Elements BR 4.3	Nikon	https://www.nikon.com/products/microscope-solutions/support/download/software/imgsfw/nis-br_v4300164.htm
ZEN 3.0 Software	Zeiss	https://www.zeiss.com/microscopy/us/products/microscope-software/zen.html
R (version 3.5.0)	R Core Team	https://www.R-project.org/.
STAR aligner software version 2.7.2b	STAR	http://code.google.com/p/rna-star/.

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Dr. Robert L. Raffai ().

#### Materials availability

BMDM-derived exosomes generated in this study will be made available on request, but we may require a payment and/or a completed Materials Transfer Agreement if there is potential for commercial application.

#### Data and code availability

• RNA-seq data have been deposited at GEO accession number: GSE162958 for small RNA and GEO: GSE162961 for long RNA and human data are accessible through the accession number dbGaP: 682 phs002401.v1.p1 and are publicly available as of the date of publication. Accession numbers are listed in the key resources table.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and subject details

#### Animals

All animal experiments were approved by the Institutional Animal Care and Use Committee at the VA Medical Center. Approximately 8 to 10-week-old male C57BL/6J (000664) wild type (WT), 8 to 10-week-old male C57BL/6-Ins2Akita/J (003548) and 25 to 30-week-old male Apoe ^tm1Unc^/J (Apoe^−/−^) mice on C57BL/6 background were used in this study. All mice were obtained from The Jackson Laboratory (Sacramento, CA), bred and housed in specific pathogen–free conditions in the Animal Research Facility at the San Francisco VA Medical Center.

To induce diabetes, 10-week-old WT mice were given daily intraperitoneal injections of STZ (50 mg/kg body weight) dissolved in 0.05 M sodium citrate buffer for 5 days. Controls were injected with an equivalent volume of sodium citrate buffer. Diabetes induction was monitored by blood glucose measurements sampled from the tail vein (accu-Check).

Because wild-type mice do not spontaneously develop atherosclerosis, we choose the Apoe^−/−^ mouse model which is the most widely used pre-clinical model of atherosclerosis to study the effect of exosomes produced in high glucose *in vivo*.

The use of western diet feeding is recognized to drive the process of hematopoiesis in this model. Therefore, we choose to use both chow and western fed Apoe^−/−^ mouse model to distinguish the BMDM-exo effect from the priming effect of the western diet on HSPC expansion. Ten-week-old male Apoe^−/−^ mice were fed a Western diet (Research Diets) for 10 weeks or 26-week old male Apoe^−/−^ fed a chow diet were used for hematopoiesis and atherosclerosis assessment.

In this study, exosomes were infused intraperitoneally (IP) as we previously reported that IP-infused exosomes could target hematopoietic compartments as well as aorta (Bouchareychas et al., 2020). Exosomes were infused three times a week for 4 weeks with saline (PBS) or with 1x10^10^ BMDM-derived exosomes. Mice that appeared unhealthy (body weight <2 SD below average) or with skin lesions were excluded.

#### Primary cells used in this study

Bone marrow-derived macrophage (BMDM) and hematopoietic stem cells (HSC) were derived from male C57BL/6J mice ranging from 8 to 12 weeks of age.

### Method details

#### Cell culture

Murine BMDM were obtained as described previously (Bouchareychas et al., 2017). Briefly, BM cells were flushed from the tibia and femurs of 8-week-old WT C57BL/6 mice. Cells were cultured in Dulbecco’s Modified Eagle’s Medium (Corning) supplemented with 10% fetal bovine serum (GIBCO), 1% GlutaMax (GIBCO), and 1% penicillin-streptomycin (GIBCO) and differentiated with 25 ng/ml mouse M-CSF (Peprotech) for 6 days. For exosome isolation, BMDM were cultured in exosome-free media (EFM) prepared by ultracentrifugation for 18 h at 100,000 x g (Type 45 Ti rotor, Beckman Coulter) and filtration (0.2 mm). BMDM were washed two times with PBS and cultured for 24 h with 19.5mM glucose (Sigma-Aldrich) to produce BMDM–HG-exo or 19.5mM Mannitol (MP Biomedicals) for BMDM–NG-exo. For *in vitro* experiments, BMDM were dispensed into 12-well culture plates (Corning) at a concentration of 0.3 x10^6^ cells/well and stimulated with BMDM–NG-exo or BMDM–HG-exo for 24 h at a concentration of 2x10^9^ particles per ml. The THP-1 human monocytic cell line was maintained in RPMI 1640 media supplemented with 10% FBS and 1% penicillin-streptomycin (GIBCO) and differentiated into macrophages using a treatment with phorbol-12-myristate acetate (50 ng/ml) for 48h followed by 24 h incubation in RPMI complete medium.

For CFUs assay, 2 x10^4^ total BM cells isolated from the legs and hips of 8-week-old male WT mice were cultured in Methylcellulose-based medium with a recombinant cytokine mix (StemCell Technologies). Cells were treated with PBS, BMDM–NG-exo or BMDM–HG-exo every two days at a dose of 2 x10^9^ particles/ml. Number of the colonies were quantified after 12 days of culture using a Zeiss Axio Observer microscope and ZEN 3.0 Software.

#### EVs isolation and nanoparticle tracking analysis

EVs were isolated from conditioned cell culture medium or from 1ml of human plasma by Cushioned-Density Gradient Ultracentrifugation (C-DGUC) as previously described (Bouchareychas et al., 2020). We used the terminology EVs to refer to human exosomes as there is more vesicle heterogeneity in particle sizes and contamination for other vesicular structures in human EVs as compared to EVs isolated from cultured cells.

To produce BMDM exosomes, BM cells were plated onto a 150 mm round dishes at a density of 5x10^6^ cells per dish. Cell culture supernatant (20 ml) was harvested from an average of 20 plates with 5x10^6^ cells/plate and an average viability of 96% for BMDM. The collected media were subjected to 400 x g centrifugation for 10 min at 4°C followed by 2000 x g centrifugation for 20 min at 4°C and filtered (0.2 mm).

Human plasma was first centrifuged at 1,500 x g for 10 minutes at 4°C and 1 ml was diluted in 38.5 mL of cold PBS. Cell culture supernatant or diluted plasma was centrifuged on a 60% iodixanol cushion (Sigma-Aldrich) at 100,000 x g for 3 h (Type 45 Ti or Type 50.2 Ti rotor, Beckman Coulter). The bottom 3 mL was then collected and underlaid below a step density gradient composed of three 3 ml layers (5%, 10%, 20% w/v OptiPrep iodixanol) in a Beckman Coulter Ultra-Clear centrifuge tube. The density gradient was subsequently spun at 100,000 x g for 18 h at 4°C (SW 40 Ti rotor, Beckman Coulter). Subsequently, twelve 1 mL fractions were collected starting from the top of the tube. Fractions 7 and 8 of the gradient were dialyzed in PBS with the Slide-A-Lyzer MINI Dialysis Device (Thermo Fisher Scientific) and used for subsequent experiments and analyses. NanoSight LM14 (Malvern Instruments, Westborough, MA) was used to measure EVs size and concentration using a 488-nm detection wavelength. The analysis settings were optimized and kept identical for each sample, with a detection threshold set at 3, three videos of 1min each were analyzed to give the mean, mode, median, and estimated concentration for each particle size. Samples were diluted in 1:100 or 1:200 PBS and measured in triplicates. Data were analyzed with the NTA 3.2 software. All the EVs samples were stored at 4°C and used within one month after their isolation.

#### Immunoblotting

For western blot analysis, an equal volume of the EV fractions were mixed with Laemmli buffer (Bio-Rad Laboratories) and boiled at 95°C for 5 minutes. Samples were then loaded on a 10% SDS-PAGE gel and transferred onto PVDF membrane (Bio-Rad Laboratories). The membranes were blocked with 5% non-fat milk dissolved in PBS for 1 h and then probed with primary antibodies overnight at 4°C (primary antibodies: anti-CD9 (1:100, Abcam), anti-Flotillin (1:500, Cell Signaling), anti-Alix (1:100, Santa Cruz Biotechnology), anti-Calnexin (1:500, Abcam), anti-GM130 (1:250, BD Biosciences), anti-CD81 (1:100, Santa Cruz Biotechnology), anti-CD63 (1:100, BD Pharmingen), anti-APOA1 (1:500, Santa Cruz Biotechnology). After 4 washes in PBS containing 0.1% Tween (PBST), membranes were incubated with corresponding HRP-conjugated secondary antibodies: anti-mouse IgG-HRP (1:1000, Santa Cruz Biotechnology), anti-rabbit IgG-HRP (1:1000, Thermo Fisher Scientific) or anti-rat IgG-HRP (1:1000, Thermo Fisher Scientific) for 1h and washed in PBST. Signals were visualized after incubation with Amersham ECL Prime substrate and imaged using an ImageQuant LAS 4000.

#### Transmission electron microscopy

An assessment of exosome morphology was assessed by Electron microscopy by loading 7x10^8^ particles onto a glow discharged 400 mesh Formvar-coated copper grid (Electron Microscopy Sciences). The nanoparticles were left to settle for two minutes, and the grids were washed four times with 1% Uranyl acetate. Excess Uranyl acetate was blotted off with filter paper. Grids were then allowed to dry and subsequently imaged at 120kV using a Tecnai 12 Transmission Electron Microscope (FEI).

#### Exosomes labeling

Fluorescently labelled BMDM-derived exosomes were generated using PKH26 (Sigma-Aldrich) or with DiR (DiIC_18_(7) (1,1'-Dioctadecyl-3,3,3',3'Tetramethylindotricarbocyanine Iodide) (Invitrogen) according to the manufacturer’s instructions. Briefly, PKH26 or DiR dye was added to the 3mL iodixanol cushion layer containing exosome or to 3ml of PBS to achieve a final concentration of 3.5 μM for PKH26 and 1 μM for DiR and incubated for 5 min and 20 min respectively at room temperature. Next, we loaded the labeled cushion layer below an iodixanol step gradient as described in the EVs isolation section. Free dye and non-specific protein-associated dye was eliminated from labeled exosomes or from PBS control during this separation step. BMDM cells were then incubated with 2x10^9^ PKH26-labeled exosomes for 2 h, washed 3 times with PBS and imaged using a Nikon Eclipse Ni microscope and data were analyzed using ImageJ.

Three groups of 25 weeks old male Apoe^−/−^ mouse of similar weight and fed a chow diet were injected with PBS or 1×10^10^ BMDM–NG-DiR exosomes, either intravenously (IV) via the retro-orbital plexus or intraperitoneally (I.P). Subsequently, a similar blood volume was collected from each mouse at the 2, 4-, 8- and 24-h timepoints post-injection and IR intensity was detected using the Odyssey Infrared Imaging System and Image Studio software.

#### RNA extraction, whole transcriptome library preparation, and Sequencing

Exosomes preparations were treated with 0.4 mg/ml of RNase A/T1 Mix (Thermo Fisher Scientific) for 20 min at 37°C before RNA extraction. Total RNA isolated from cells and exosomes was purified using the miRNeasy Mini Kit (Qiagen) according to the manufacturer’s protocol. RNA was quantified using Nanodrop or Quant-iT RiboGreen RNA Assay Kit (Thermo Fisher Scientific) and reverse transcribed using the iScript Reverse Transcription Supermix (Bio-Rad Laboratories) for mRNA or the miRCURY LNA RT Kit (Qiagen) for microRNA analysis. PCR reactions were performed using the Fast SYBR Green Master Mix (Applied Biosystems) for mRNA or the miRCURY LNA SYBR Green PCR Kit (Qiagen) for microRNA and run on a QuantStudio 7 Flex Real-Time PCR System. Ct values were normalized to the housekeeping gene Gapdh and B2m for mouse mRNA. For microRNA expression, UniSp6 was used as a spike-in control (Qiagen). The following real time primers were used: 5’-ACCTGGAGAGAAGCTTTCAATGA-3’ (forward) and 5’-GTTCAGGTTGACACACTCCATGA-3’ (reverse) for mouse ABCA1; 5’-CTGCTACGTAACACAGTTCCACCC-3’ (forward) and 5’-CATGATGCTTGATCACATGTCTCG-3’ (reverse) for mouse B2m; 5’-TGAAGCAGGCATCTGAGGG-3’ (forward) and 5’-CGAAGGTGGAAGAGTGGGAG-3’ (reverse) for mouse Gapdh. primers for miR-486-5p were purchased from Qiagen.

For sequencing analysis, isolated RNA sample was DNase treated with TURBO DNA-free (Thermo Fisher), then purified and concentrated with Zymo RNA Clean & Concentrator – 5 (Zymo Research). The RNA was measured for quantity with Quant-iT Ribogreen RNA Assay (Thermo Fisher) and quality with Agilent High Sensitivity RNA Screen Tape and buffer (Agilent). For mouse RNA samples, an indexed, Illumina-compatible, double-stranded cDNA whole transcriptome library was synthesized from 10ng of total RNA with Takara Bio’s SMARTer Stranded Total RNA-Seq kit v2 Pico Input Mammalian (Takara Bio) and SMARTer RNA Unique Dual Index Kit (Takara Bio). Library preparation included RNA fragmentation (94°C for 4 min), cDNA synthesis, a 5-cycle indexing PCR, ribosomal cDNA depletion, and a 12-cycle enrichment PCR. Each library was measured for size with Agilent’s High Sensitivity D1000 ScreenTape and reagents (Agilent) and concentration with KAPA SYBR FAST Universal qPCR Kit (Kapa Biosystems). Libraries were then combined into an equimolar pool which was also measured for size and concentration. The pool was clustered onto a flowcell (Illumina) with a 1% v/v PhiX Control v3 spike-in (Illumina) and sequenced on Illumina’s NovaSeq 6000 at a final flowcell concentration of 400pM. The first and second reads were each 100 bases.

For human RNA samples, the integrity of total RNA was verified on Fragment Analyzer (Agilent), and only RNA with RQN number of above 8 was used for library constructions. A starting quantity of 70 ng of total RNA was used according to vendor instructions with Universal plus mRNA with NuQuant (TECAN), final library PCR amplification was 16 cycles. After library completion, individual libraries were pooled equally by volume, quantified on Fragment Analyzer (Agilent). Quantified library pool was diluted to 1nM and sequenced on MiniSeq (Illumina) to check for quality of reads. Finally, individual libraries were normalized according to Illumina's MiniSeq output reads, specifically by % protein coding genes. The library pool was clustered onto 4 lanes of Illumina's HiSeq4000 single end read (SE) 50 (Illumina).

#### NEXTFLEXSmall RNALibrary Preparation

Small RNA libraries were generated using NEXTflex Small RNA Library Prep Kit v3 (PerkinElmer) following the manufacturer’s instructions using gel purification without adapter inactivation and 16 cycles of PCR amplification. Following PCR amplification, libraries between 140 and 160bp in size were gel purified using 6% TBE gels followed by ethanol precipitation and resuspension in 20ul of ultra-pure water.

#### RNA-sequencing data analysis

The raw sequence image files from the Illumina HiSeq in the form of bcl files were converted to the fastq format using bcltofastq v.2.19.1.403 and checked for quality to ensure the quality scores did not deteriorate at the read ends.

For small RNA data processing, the Bioo Scientific NEXTflexadapters and random 4bp ends were clipped from the reads using cutadapt v.1.14. Reads shorter than 15 nts were discarded and after adaptor trimming, the 30 bases below a quality score of 30 were also trimmed. The reads are first mapped to a library of UniVec contaminants, a collection of common vector, adaptor, linker and PCR primer sequences collated by the NCBI. They are then mapped to mouse rRNA sequences obtained from NCBI. Finally, small RNA mapping and annotation was done using sRNABench (v.3-3.2) where reads are mapped to the mouse genome (GRCm38) and transcriptome using a transcriptome which contains all ensembl genes plus annotations for microRNAs, as obtained for miRBase (v.22). Alignment files are then processed by sRNABench into miRNA counts matrices for further analysis.

For mouse whole transcriptome data processing, the SMARTer Total RNA pico v2 reads are quality filtered and trimmed as recommended by Takara Bio with the removal of the first 3 bases of read2. After trimming and filtering reads are genome and transcriptome mapped using STAR (v. 2.5.3a). Aligned BAM files are converted into gene counts matrices for further analysis using FeatureCounts (v.2.0.1), using read2 as the sense strand. For RNAseq analysis, differential expression was conducted using the DESeq2 package (version 1.20.0) in R (version 3.5.0) for all gene expression analyses. The raw read counts for the samples were normalized using the median ratio method (default in DESeq2). The significant differentially expressed genes (by Benjamini-Hochberg adjusted p values) are reported in the paper. Heatmaps were created using the pheatmap (v.1.0.10) package in R.

GO analyses were performed using PANTHER GO-slim Biological Process and DAVID with a FDR threshold at ≤ 0.05 or <0.01 as indicated on each figure.

For human whole sequencing analysis, reads were aligned to the human genome GRCh38 and quantified using the STAR aligner software version 2.7.2b. Differential expression analysis was performed in the R computing environment version 3.6.1 using the software DESeq2 version 1.26. FDR-corrected p-values were used to evaluate significant differences between experimental groups using a significance threshold of 0.05. A minimum differential expression of log2 fold change +/- 1 was also used to determine significance. Gene ontology analyses were conducted using PANTHER GO-slim Biological Process.

#### Primary cell preparation and purification

Leukocytes subsets and hematopoietic stem and progenitors cells (HSPC) were identified as previously described (Bouchareychas et al., 2020). Briefly, blood was drawn by retro-orbital puncture into EDTA-coated tubes. Erythrocytes were lysed in RBC lysis buffer (BioLegend). Samples were then centrifuged at 300 x g and 4°C and incubated with TruStain FcX (BioLegend) for 10 min at 4°C in FACS buffer before staining with appropriate Abs: CD11b (clone M1/70), Ly-6C (clone HK1.4), CD115 (clone AFS98) CD45 (clone 30-F11) (all BioLegend) for 30 min at 4°C. The antibody dilutions ranged from 1:200 to 1:100. For microRNA sequencing analysis, a total of 50,000 Ly-6C^hi^ monocytes were sorted from the blood of diabetic WT mice treated with STZ or Akita mice and their respective non-diabetic controls using a FACSAria IIIU cell sorter (BD Biosciences). Peritoneal cells were collected by lavage with 10 ml cold PBS using a 16-G needle. Cells were then plated in 6-well plates and harvested 6 h later.

For HSPC staining, murine femora were excised, flushed with 10 ml of sterile PBS and filtered through 40 μm filters. Cells were centrifuged at 300 x g and 4°C for 5 min and the red blood cells were lysed. Cells were washed, re-centrifuged and stained in FACS buffer containing a lineage-marker cocktail of biotinylated anti-CD4 (RM4-5), -CD8 (53-6.7), -B220/CD45RA (RA3-6B2), -TER-119 (TER-119), -Gr-1 (RB6-8C5), and -CD127 (IL-7Ra/A7R34) antibodies (all from BioLegend). These cells were then stained with anti-CD34 (RAM34, eBioscience), anti-CD150 (TC15-12F12.2, BioLegend), anti-CD48 (HM48-1, Invitrogen), anti-Sca-1 (D7, Invitrogen), anti-CD135 (A2F10, Invitrogen), anti-c-Kit (2B8, Life Technologies), anti-CD16/32 (93, BioLegend), anti-CD41 (MWReg30, BioLegend) and streptavidin-BV786 (BD Biosciences). Sca1+ c-Kit+ (LSK) Flt3– CD34– was used as HSC-gating parameters. MPP1 population was defined as CD34+ LSK CD150+ CD48– cells, MPP2 as CD34+ LSK CD150+ CD48+ cells, MPP3 as CD34+ LSK CD150– CD48+ cells and MPP4 as CD34+ LSK Flt3+ CD150– CD48+ cells. Common myeloid progenitors (CMPs) were gated as Sca-1– c-Kit+ CD41– CD34+ CD16/32–. The granulocyte/macrophage progenitors (GMPs) was defined as Sca-1– c-Kit+ CD41– CD34+ CD16/32+ and megakaryocyte/erythrocyte progenitors (MEPs) as Sca-1– c-Kit+ CD41– CD34– CD16/32–. Doublets, dead cells, and Lin– cells were excluded prior gating analysis. Absolute numbers of cells were calculated using CountBright Absolute Counting Beads (Thermo Fisher Scientific). Data were acquired on an LSRII flow cytometer (BD Biosciences) and analyzed with FlowJo v10.6.2 (FlowJo).

#### Cholesterol

Plasma total cholesterol was quantified using the Wako Total E cholesterol kit following the manufacturer’s instructions.

#### Atherosclerotic lesion analysis

Aortic root sections were stained and quantified as previously described (Bouchareychas et al., 2015). Hearts were excised following perfusion with PBS, fixed in 10% formalin, incubated overnight in 20% sucrose and embedded in OCT. For Apoe^−/−^ mice, hearts were sectioned with a cryostat (10 μm), stained with oil red O (Sigma-Aldrich) and counterstained with modified Mayer’s hematoxylin (Thermo Fisher Scientific). Lesion area was quantified by averaging six sections that were spaced 50 μm apart, starting from the base of the aortic root. Necrotic core area was measured by determining the acellular region (DAPI negative) in each plaque. For macrophage staining, sections were labeled with a primary rat anti-mouse MOMA-2 antibody (Cedarlane labs) and detected with an AlexaFluor 594 donkey anti-rat IgG antibody (Thermo Fisher Scientific). To assess apoptotic cells in lesion, sections were stained for cleaved caspase-3 (Cell Signaling, 1/200) staining followed by AlexaFluor 488 donkey anti-rabbit IgG (Thermo Fisher Scientific). Total cleaved caspase 3 positive area was calculated and divided by the total atherosclerotic plaque area measured by ORO in serial sections. Images were captured with a Nikon Eclipse Ni and a Zeiss Observer microscope, analyzed using NIS-Elements and ZEN 3.0 Software. Analyses were performed in a blinded manner.

#### Seahorse extracellular flux analysis

BMDM were plated at 60,000 cells/well into XFe24 cell culture microplates (Agilent) and incubated overnight at 37°C and 5% CO_2_. The following day, BMDM were stimulated with PBS, BMDM–NG-exo or BMDM–HG-exo for 24 h. For the cell Mito stress test, cells were washed with Seahorse XF base medium (Agilent) supplemented with 10 mM glucose (Sigma-Aldrich), 1 mM pyruvate (Agilent) and 2 mM glutamine (GIBCO) and incubated for 1 h at 37°C without CO_2_. For the Glycolysis stress test, cells were placed in Seahorse XF base medium supplemented with 2 mM glutamine. OCR and ECAR were measured using the mitochondrial stress test kit (Agilent) and Glycolysis stress kit with the Seahorse XFe-24 Bioanalyzer (Agilent) and were analyzed using XFe Wave software. All OCR/ECAR measurements were normalized to cell count.

#### Glucose and ROS measurements

Glucose was quantified in the culture supernatant of the BMDM exposed to 5.5mM or 25mM glucose using the Glucose (GO) Assay Kit (Sigma-Aldrich) following the manufacturer’s instructions.

BMDM were plated in 96 well plates and treated with elevated glucose levels (25 mM glucose) or osmotic normal glucose levels (5.5 mM glucose +19.5 mM mannitol) for 24 h. Culture medium was then removed, cells washed with PBS, then incubated with MitoSOX (5μM final, Invitrogen) or CM-H2DCFDA (10μM, Invitrogen) in Live Cell Imaging Solution (Invitrogen) for 30 min at 37°C. Cells were washed twice and the fluorescence signal was measured in a microplate reader (CM-H2DCFDA 488/543 nm, MitoSOX 510/580 nm). For CellROX analysis, BMDM were plated in 12-well plates at 0.3 x10^6^ cells/ml with 5.5mM or 25mM glucose for 24 h. Thirty minutes before the end of the stimulation, CellROX (5 μM) was added directly into the cell culture medium and incubated at 37°C for 30 min. Cells were washed, removed from plates with cellstripper (Corning), pelleted at 300 x g for 5 min, resuspended and subjected to FACS analysis using CytoFlex S cytometer (Beckman-Coulter).

#### Cell proliferation

The proliferation of cultured BMDM was measured at 4 h and 24 h after exosome stimulation using the alamarBlue assay (Bio-Rad Laboratories). BMDM were plated in 96 well plates and treated with PBS, BMDM–NG-exo or BMDM–HG-exo for 24 h with 10% (vol/vol) AlamarBlue in culture medium and incubated at 37°C, 5% CO2. Fluorescence intensity was read using a microplate spectrofluorometer at excitation 560 nm and emission 590 nm. Cell-cycle analysis was performed using FxCycle violet stain (Invitrogen). BMDM were plated in 12 well plates at 0.3 x10^6^ cells/ml and treated with PBS, BMDM–NG-exo or BMDM–HG-exo (2x10^9^ particle/ml) for 4 h. Cells were washed with warmed PBS, removed from plates with cellstripper (Corning), pelleted at 300 x g for 5 min, resuspended in fixation/permeabilization solution (BD Bioscience) for 15 min. Cells were washed with Perm/Wash Buffer (BD Bioscience), centrifuged at 300 x g for 5 min and resuspended in Perm/Wash Buffer containing FxCycle violet stain, incubated for 30 min and subjected to FACS analysis.

### Quantification and statistical analysis

Statistical analysis was performed using GraphPad Prism v8.4.3, and the tests used were unpaired, two-tailed, Student’s t test (two groups) and one-way analysis of variance (ANOVA) with post-tests as indicated in figure legends for multiple groups. ∗p <0.05, ∗∗p < 0.01, ∗∗∗p < 0.001 ∗∗∗∗p < 0.0001. All error bars represent the mean ± the standard error of the mean (SEM unless stated). All experiments were repeated at least twice or performed with independent samples.

How the deposited data were processed for this re-analysis (not part of the article)

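The long RNA libraries of mouse bone marrow-derived macrophages (BMDM) were analysed here. They are 4 libraries each of BMDM kept in high glucose or in normal glucose with mannitol, and 4 libraries each of naive BMDM exposed to PBS, BMDM–NG-exo or BMDM–HG-exo. The authors mapped the reads with STAR, counted them per gene with FeatureCounts and divided the counts of each library by its DESeq2 median-ratio size factor. For differential expression the authors used DESeq2, which is an alternative and not the main test here. The deposited signal is therefore a count scaled by 1 factor per library. It covers 20 libraries, and none of its columns lacked a sample. The median of the recovered reads over the libraries was at least 11 for each gene, so genes with fewer reads were not analysed here. Of the listed genes, 14421 had an entry in GENCODE M21, which was used for names, coordinates and gene types. The study does not name the annotation used for counting.

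Whole reads were recovered by dividing each column by its smallest step, and the size factors recomputed from them equalled those of the deposited values. In 2 columns, PBS 4 and BMDM–HG-exo 3, the step is close to 1, so that scaled and unscaled counts cannot be told apart from the values of these columns alone. The recovered reads were used for totals, for read counts of single genes and for the edgeR and DESeq2 alternatives. The totals ran from 34016445 to 56310712 reads (median 43311931). Shares of reads have 95% Wilson intervals of at most 0.021 percentage points, which leave out the variation between libraries. No 2 libraries of a group were copies of each other: the chi-square per degree of freedom between them was between 5.19 and 41.9 over 30 pairs.

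Log2 of the normalized count plus 1 was compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend), in two-sided tests with Benjamini-Hochberg adjustment over the genes with a mean of at least 10. The 8 glucose libraries and the 12 exosome libraries were fitted separately. A gene was called at an adjusted p-value under 0.05, and in the exosome experiment also at an absolute log2 fold change of at least 0.15. The BMDM–HG-exo libraries were set against the 8 controls in 1 fit, and the 3 groups were compared with one another in a second fit. The 11 gene lists were written by hand, are not GO terms, and were tested with limma's camera at an inter-gene correlation of 0.01. Single genes of the text were also tested with exact two-sided permutations of the libraries. The library numbers and dates come from the sample labels, and they served as a block in an alternative fit.

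The genes named were those the paper names, and the 5 with the largest change in each direction among called genes with a mean of at least 50 and no overlap between the groups. This rule, the comparisons, the thresholds, the gene lists and the alternatives were set before the data were examined, apart from alternatives marked as chosen after seeing the data. The alternatives varied the pseudocount, the filter, the normalization (TMM factors, quantiles), the trend, array weights, the thresholds and the grouping. They also used the quasi-likelihood test of edgeR 4.0.16, DESeq2 1.42.0, the block, and each library left out in turn. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

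The fits were tested on simulated data, with reads drawn for the real genes and 200 genes changed by a log2 fold change of 1 or 0.5. For high against normal glucose, limma recovered 99.1% of the larger and 85.6% of the smaller changes, and 3.63% of its calls were false. With BMDM–HG-exo against the combined controls, it recovered 96.1% and 89.8%, with 7.92% false calls, and edgeR and DESeq2 had 9.22% and 12.8%. Between BMDM–HG-exo and BMDM–NG-exo, it recovered 100% and 77.5%, with 4.32% false calls. The simulated changes were put only on genes with a mean of at least 100, and the combined controls had 1 simulated mean per gene. The real changed genes had smaller median absolute log2 fold changes, 0.26 in high glucose and 0.289 against the combined controls. These shares therefore do not carry over to changes of that size, to weaker genes or to controls that differ. The result for 1 gene of a gene list is not reported here. The small RNA, THP-1, mouse tissue, flow cytometry, metabolic flux and quantitative PCR data were not analysed here, since the values used were those of the mouse long RNA libraries.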

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

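Of the tests in this part, those of other groupings for the gene counts of high glucose and of the combined controls were set before the data were examined, and the others were chosen only after the result was seen.

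In 82 groups of 4 libraries, 8 had a highest or lowest library whose gap to the nearest other, divided by the range of the group, was above Dixon's 95% critical value, where chance gives about 4.1. The share of reads on mitochondrial genes was 8.38% in PBS 2 and between 8.08% and 8.12% in the other PBS libraries. The share on noncoding genes was 4.23% in normal glucose 6 and between 4.96% and 5.06% in the others of that group. Bcl2 was also set apart in PBS 2, at 240.58 normalized counts against 180.62 to 187.43. BMDM–NG-exo 2 was set apart for Rasgrp3 (2338.4 against 2644.2 to 2686.5) and Slc2a1 (1226.2 against 1404.9 to 1441.2), and BMDM–NG-exo 3 for Adgre4 (227.98 against 232.98 to 233.25). In the glucose experiment, Slco4a1 was set apart in normal glucose 1 (539.37 against 187.08 to 245.37) and Spata25 in high glucose 6 (23.94 against 48.006 to 50.838). Spata25 overlaps Zswim1 on the opposite strand, and its adjusted p-value without the trend of the variance was 0.0546 (limma, Benjamini-Hochberg). These libraries come from within a group, so the design offers no biological explanation, and none was tested.

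The paper reports no RNA sequencing comparison of BMDM–NG-exo with PBS alone, in which 432 genes passed the limits (limma, Benjamini-Hochberg). Exchanging the libraries within dates gave as many genes in 1 of 8 groupings, the real one, which is the smallest share that 8 groupings allow. This share cannot fall below 0.05 whatever the data, so the test decides nothing about a random grouping of libraries. The count was likewise 1 of 8 for BMDM–HG-exo against PBS and for BMDM–HG-exo against BMDM–NG-exo. PBS libraries had fewer reads, but 436 genes passed after all libraries were thinned to 34016445 reads, and 411 of them were among the 432. The log2 fold changes had a Spearman rho of -0.027 with exonic length and of -0.196 with GC content, the latter just inside the limit of 0.2 set for such a bias. Predicted genes and nuclear RNAs had a median log2 fold change of 0.055, above the range of 0.016 to 0.040 of 10000 random lists matched on mean value. The list was made of genes with predicted names (Gm and a number), Malat1, Neat1 and Kcnq1ot1. It does not measure unspliced or nuclear RNA directly. The share of reads on noncoding genes went the other way, at 4.52% to 4.84% with BMDM–NG-exo and 4.93% to 5.31% with PBS. A difference in unspliced or nuclear RNA may contribute to this comparison, but these values cannot decide it.

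Genes the paper does not discuss rose most in high glucose among those with a mean of at least 50 and no overlap between the groups: Slco4a1 (log2 fold change 3.15), Slc6a12 (2.88), Acod1 (1.59), Slc5a3 (1.59) and Fxyd2 (1.53). Slc5a3 overlaps Mrps6 on the same strand, so reads of the 2 genes can be split in more than 1 way. Of the 12 groupings of the 8 libraries that part those numbered 1 and those numbered 6, 1 gave as many changed genes as the 1914 found, the real one. This share cannot fall below 0.05 whatever the data. Over all 35 groupings of the 8 libraries, which leave the shared numbers aside, the real one alone gave as many, 1 of 35, and the largest count of the others was 1 gene. A random grouping of the libraries therefore did not give counts near the one found. As many gene lists passed in 2 of the 12 groupings. The log2 fold changes had a Spearman rho of -0.016 with exonic length and 0.093 with GC content, and 1829 genes passed after thinning, 1758 of them among the 1914. Since Slc5a3 and Slc6a12 carry solutes, a response to solute concentration was a candidate explanation. The median log2 fold change of 11 other genes of that response was 0.031, within the range of -0.085 to 0.122 of random matched lists. Of these, Slc38a2, S100a4, Sgk1 and Akr1b3 passed the threshold one by one, all higher (0.65, 0.48, 0.37 and 0.25). The others did not pass, such as Nfat5 (0.01). Slc5a3 and Slc6a12 themselves were left out of the list, so its median cannot decide the question. The paper describes the medium with mannitol as the osmotic normal glucose condition. The groupings were counted for the number of changed genes and not for these 5 genes.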

How the results depend on the processing

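The tests of DESeq2 on all 20 samples, of edgeR without the 2 libraries whose size factor is near 1, of single genes of the exosome experiment without the trend, and of gene lists between BMDM–HG-exo and BMDM–NG-exo under alternatives were chosen after seeing the data. Where a count or direction changed, the cause was not tested.

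For high against normal glucose, 1914 genes passed. The count was 654 without the trend of the variance and 788 with the replicate block. That block rests on the libraries numbered 1 and 6 and leaves 1 residual degree of freedom, so it is a weak check. The count was 81 with an absolute log2 fold change of at least 1 (26 higher and 55 lower). Across the 8 fits that each left out 1 library, it ran from 1370 to 2027. With quantile normalization, 789 genes were higher and 872 lower, beside 1116 and 798. DESeq2 gave 2164 genes (1876 shared) and edgeR 1904 (1849 shared).

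Against the combined controls, 29 genes passed with BMDM–HG-exo. The count was 17 with pseudocount 0.1, 50 with pseudocount 8, 19 with quantile normalization (9 higher and 10 lower, beside 10 and 19), 1 without the trend, 49 with array weights, 138 with DESeq2, 126 at an adjusted p under 0.1, 285 with the controls as separate groups and 1023 at an unadjusted p under 0.05. It was 202 with DESeq2 on all 20 samples and 1 with edgeR without the 2 libraries, and from 1 to 204 across the 12 fits that each left out 1 library. The lowest was without BMDM–HG-exo 3 and the highest without BMDM–NG-exo 2. It was 32 with edgeR, 28 with TMM factors and 23 with the replicate block. Of the Figure 5A genes, 25 passed, 126 with DESeq2, 122 with DESeq2 on all 20 samples, and from 1 to 108 when 1 library was left out.

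For BMDM–HG-exo against BMDM–NG-exo, 2 genes passed. The count was 5 with pseudocount 8 or TMM factors, 6 with a mean value of at least 100 or array weights, 1 without the trend, with edgeR, with only the 2 groups compared or with edgeR without the 2 libraries, 24 with DESeq2, 15 with DESeq2 on all 20 samples, 22 with the replicate block and 8 at an adjusted p under 0.1. With quantile normalization it was 1 higher and 1 lower, beside 0 and 2 (942 genes at an unadjusted p under 0.05). It ranged from 1 to 7 when 1 library was left out. Without the trend, BMDM–HG-exo against PBS gave 295 genes in place of 698, and BMDM–NG-exo against PBS gave 95 in place of 432. With the replicate block they gave 810 and 505 genes. When 1 library was left out they ranged from 550 to 759 and from 292 to 453.

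Of the gene lists, 6 passed for high glucose and 5 for the combined controls. With an inter-gene correlation estimated from the data, 4 and 1 passed. With quantile normalization 7 and 5 passed, and when 1 library was left out from 6 to 7 and from 3 to 7. Lists far from the threshold changed direction in camera's ranking. In high glucose these were cholesterol efflux, with medians of 0.056 (quantile normalization), 0.062 (replicate block) and 0.018 to 0.047 (1 library left out), and the tricarboxylic acid cycle, with -0.005 (quantile normalization) and 0.015 to 0.034 (1 library left out). For the combined controls these were glycolysis, with 0.005 (quantile normalization) and -0.031 to 0.007 (1 library left out), and oxidative phosphorylation, with -0.030 to 0.002 (1 library left out). Between BMDM–HG-exo and BMDM–NG-exo it was cholesterol efflux, with -0.002 (quantile normalization). Slc2a1 against the combined controls ran from -0.01 to 0.10 when 1 library was left out.

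The Spearman rho between the log2 fold changes in high glucose and those with BMDM–HG-exo against BMDM–NG-exo was 0.033. It was 0.066 for genes with a mean value of at least 100, -0.110 with BMDM–HG-exo against PBS, -0.145 with BMDM–NG-exo against PBS, and from -0.011 to 0.081 across the 20 fits that each left out 1 library.

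Over all alternatives, values of single genes stayed on their side of the threshold in 569 cases, lost it in 67, gained it in 19 and reversed in 1. For gene lists, these counts were 278, 15, 11 and 15.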

Differences from the paper's values

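The alternatives named here were set before the data were examined unless said otherwise. The paper's methods name DESeq2 for differential expression, while the values here come from limma unless DESeq2 is named.

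For BMDM–HG-exo against the combined controls, 10 genes were higher and 19 lower, against the paper's 57 and 89. With DESeq2 on the recovered reads, the counts were 50 and 88, and at an adjusted p-value under 0.1 they were 41 and 85. Without BMDM–NG-exo 2 they were 71 and 133, and without BMDM–NG-exo 3 the count of lower genes was 67, all within 1.5 times the paper's. The other alternatives set before the data were examined did not close the gap for either count, nor did the fit without BMDM–NG-exo 3 for the higher genes (30). DESeq2 on all 20 samples in one fit, chosen after seeing the values, gave 86 and 116 genes.

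The paper counts Bcl2 as raised and Abca1 as lowered by BMDM–HG-exo. Both had that direction here, but their adjusted p-values were 0.109 and 0.0734 (limma, Benjamini-Hochberg). Both passed with DESeq2 on the recovered reads (adjusted p-values 0.0437 and 0.0291), with the controls as separate groups in limma (0.0254 and 0.00103) and without BMDM–NG-exo 2 in limma (0.0214 and 0.0210, all with Benjamini-Hochberg adjustment). Abca1 also passed in limma without BMDM–NG-exo 1 (0.0322) or without BMDM–NG-exo 3 (0.0351, both with Benjamini-Hochberg adjustment). With DESeq2 on all 20 samples in one fit, chosen after seeing the values, the adjusted p-values were 0.0160 and 0.0142 (Benjamini-Hochberg). Over the alternatives other than left-out libraries, the adjusted p-values ran from 0.0160 to 0.379 for Bcl2 and from 0.00103 to 0.442 for Abca1. Over the fits without 1 library, they ran from 0.0214 to 0.358 and from 0.0210 to 0.351 (limma, DESeq2 or edgeR with Benjamini-Hochberg adjustment). For Abca1, the paper also reports a significant reduction by quantitative PCR in BMDM, which was not analysed here.

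The heatmap of Figure 5A shows genes as changed of which 126 were listed. Here 25 of them passed, while 126 passed with DESeq2 on the recovered reads, and 122 with DESeq2 on all 20 samples in one fit, chosen after seeing the values.

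The paper reports phagocytosis among the processes raised by high glucose in BMDM. The phagocytosis list tested here had a median log2 fold change of -0.005 (adjusted p = 0.473, camera with Benjamini-Hochberg adjustment), and none of its alternatives ranked it higher past the threshold (adjusted p-values from 0.00985 to 0.815, fits without 1 library included). The paper reports metabolic processes among those lowered. The glycolysis and oxidative phosphorylation lists had medians of 0.18 and 0.073, and no metabolic list passed as lower. These lists were written by hand and are not the paper's GO terms. The tests also differ, since camera asks for a shift of a whole list, which changes in both directions can cancel. Of the 30 phagocytosis genes tested, 7 were significantly higher and 10 lower, beside 1116 and 798 of all 14425 genes. The camera result therefore does not contradict a GO analysis of the raised genes.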

Other observations

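Of the tests in this part, those of groupings for the gene count, of exonic length, of nuclear RNA and of a general effect of exosomes, all for BMDM–HG-exo against the combined controls, were set before the data were examined. The others were chosen only after the result was seen.

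For BMDM–HG-exo against the combined controls, 81 groupings take 1 library per date, and 3 of them gave at least as many genes as the 29 found, the real one included. The grouping that set PBS apart gave 659 genes, and one with 3 PBS libraries and 1 BMDM–NG-exo library gave 69. Of the gene lists, as many passed in 23 of the 81 groupings, so random groupings of the libraries often give as many lists. The log2 fold changes had a Spearman rho of 0.002 with exonic length and of -0.162 with GC content (14378 genes), both inside the limit of 0.2.

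Predicted genes and nuclear RNAs (2057 genes) had a median log2 fold change of 0.103 with BMDM–HG-exo against the combined controls, while 10000 random lists matched on mean value gave 0.007 to 0.031. This list was chosen by gene name and does not measure unspliced or nuclear RNA directly. The share of reads on noncoding genes was 4.57% to 5.03% with BMDM–HG-exo. It was 4.93% to 5.31% with PBS and 4.52% to 4.84% with BMDM–NG-exo. A difference between the groups in unspliced or nuclear RNA may contribute to the changes, but this test cannot decide it. Nor can the test tell the genes apart from such a difference.

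A general effect of adding exosomes, rather than of high glucose, was tested by correlating BMDM–HG-exo against PBS on 2 dates with BMDM–NG-exo against PBS on the other 2. The mean Spearman rho was 0.177 (0.145 to 0.195 over 6 choices), between the limits of 0.1 and 0.3 set for this test. The same correlation was 0.226 for BMDM–HG-exo against PBS with itself, 0.168 for BMDM–NG-exo against PBS with itself, and 0.068 for BMDM–HG-exo against BMDM–NG-exo with itself. With the first 2 of these under 0.3, the upper limit was out of reach in these libraries, so that limit cannot be used to judge the effect. The correlation between the exosomes lay between those that each had with itself, so a general effect of adding exosomes may account for part of the changes, a reading made after seeing the values. Between BMDM–HG-exo and BMDM–NG-exo, the list of chemotaxis and inflammation passed in camera and in its 3 alternatives (adjusted p-values from 1.39e-14 to 0.0113). Thbs1 passed in limma (adjusted p = 0.000382) but not without the trend of the variance (0.629, all with Benjamini-Hochberg adjustment; range over its alternatives 1.65e-07 to 0.629).

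Genes drawn as higher in Figure 5A spanned a median of 46275 bases, and those drawn as lower spanned 13451 (two-sided permutation test of 100000 resamples, p = 3e-05, adjusted p = 4e-05 with Benjamini-Hochberg adjustment over 8 tests). The medians were 45792 and 17325 for BMDM–HG-exo against PBS and 40278 and 18040 for BMDM–NG-exo against PBS. In high glucose they were 21263 and 30513, the opposite order (permutation p = 1e-05 for each of these 3, the smallest that the resamples can give). Over all tested genes, the Spearman rho of the log2 fold change against the combined controls with gene span was 0.014, so a gene length bias over all genes was not seen, and no biological explanation was tested.

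A fit of 16 libraries tested whether a gene changed more in high against normal glucose than with BMDM–HG-exo against BMDM–NG-exo. The difference passed for 713 genes, 480 with the higher value in the glucose experiment and 233 with the lower (limma, Benjamini-Hochberg). Of 1913 genes changed in high glucose and also tested in recipients, 1104 (57.7%) had the same direction with BMDM–HG-exo against BMDM–NG-exo. Their median absolute log2 fold change was 0.26 in high glucose and 0.05 in recipients.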
